# Reversible promoter methylation determines fluctuating expression of acute phase proteins

**DOI:** 10.7554/eLife.51317

**Published:** 2020-03-30

**Authors:** Shi-Chao Zhang, Ming-Yu Wang, Jun-Rui Feng, Yue Chang, Shang-Rong Ji, Yi Wu

**Keywords:** DNA methylation, inflammation, C-reactive protein, Mouse

## Abstract

Acute phase reactants (APRs) are secretory proteins exhibiting large expression changes in response to proinflammatory cytokines. Here we show that the expression pattern of a major human APR, that is *C-reactive protein* (*CRP*), is casually determined by DNMT3A and TET2-tuned promoter methylation status. *CRP* features a CpG-poor promoter with its CpG motifs located in binding sites of STAT3, C/EBP-β and NF-κB. These motifs are highly methylated at the resting state, but undergo STAT3- and NF-κB-dependent demethylation upon cytokine stimulation, leading to markedly enhanced recruitment of C/EBP-β that boosts *CRP* expression. Withdrawal of cytokines, by contrast, results in a rapid recovery of promoter methylation and termination of *CRP* induction. Further analysis suggests that reversible methylation also regulates the expression of highly inducible genes carrying CpG-poor promoters with APRs as representatives. Therefore, these CpG-poor promoters may evolve CpG-containing TF binding sites to harness dynamic methylation for prompt and reversible responses.

## Introduction

Acute phase reactants (APRs) are liver-produced plasma proteins constituting an integral part of innate defense (Gabay and Kushner, 1999; Medzhitov, 2007). They are defined by a substantial change (>25%) of their plasma concentrations in response to inflammation. IL-6 (Kopf et al., 1994) and IL-1β (Zheng et al., 1995) are chief inducers of APR expression through activation of STAT3, NF-κB and C/EBP in hepatocytes (Bode et al., 2012; Quinton et al., 2012; Poli, 1998). C-reactive protein (CRP) is the first APR to be discovered, whose plasma concentrations at baseline are less than 2–3 µg/ml, but can rapidly increase up to 1000-fold upon infection or tissue injury; the heightened levels of CRP, however, return to the baseline with the resolution of inflammation (Pepys and Hirschfield, 2003; Du Clos, 2013; Pathak and Agrawal, 2019). The mechanisms of *CRP* induction have been thoroughly examined by reporter assays and truncation analysis. A region of ~220 bp in the proximal promoter of *CRP* that contains (nonconical) binding sites for STAT3, NF-κB and C/EBP-β is identified to be sufficient to mediate *CRP* induction by IL-6 and IL-1β (Singh et al., 2007; Young et al., 2008; Figure 1A).

**Figure 1.**
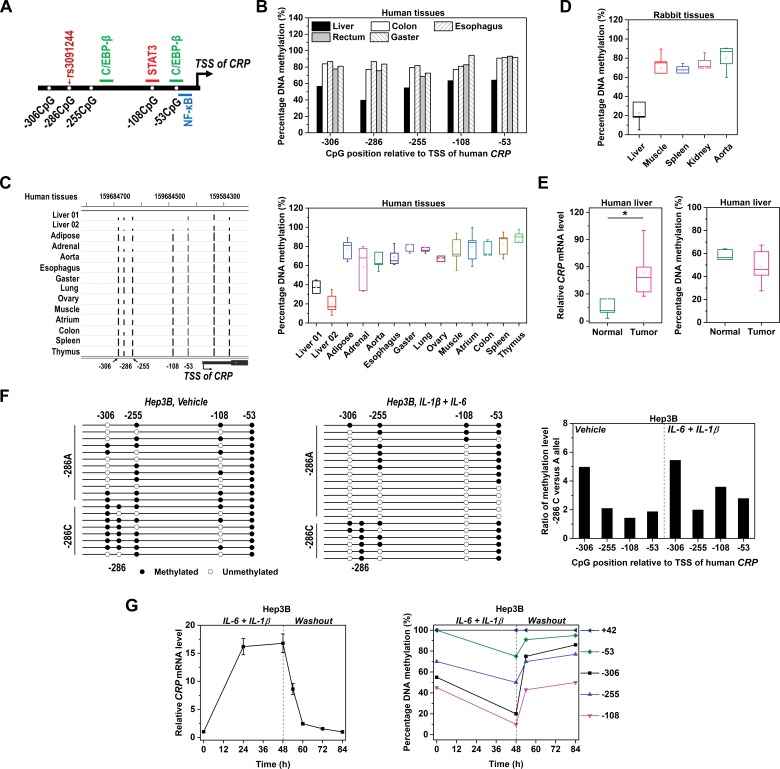
Methylation level of *CRP* promoter is inversely associated with expression. (**A**) Schematic illustration of *CRP* promoter in which SNP rs3091244, CpG motifs and TF binding sites are indicated. (**B**) Methylation levels of *CRP* promoter (−550 ~ 1 bp) in pooled normal human tissues adjacent to tumors (five liver, eight colon, 10 esophagus, 10 rectum and 10 gaster) were determined by bisulfite cloning sequencing. (**C**) Methylation levels of *CRP* promoter in normal human tissues were retrieved from available GEO datasets generated by whole-genome bisulfite sequencing: Liver 01-GSM916049, Liver 02-GSM1716965, Adipose-GSM1120331, Adrenal-GSM1120325, Aorta-GSM1120329, Esophagus-GSM983649, Gaster-GSM1120333, Lung-GSM983647, Ovary-GSM1120323, Muscle-GSM1010986, Atrium-GSM1120335, Colon-GSM983645, Spleen-GSM983652, Thymus-GSM1120322 (Gene Expression Omnibus database). The bisulfite sequencing tracks of *CRP* promoter (left; the height of the black bars represents percentage of DNA methylation) and pooled analysis (right) are shown. (**D**) Methylation levels of *CRP* promoter in rabbit tissues were determined by bisulfite cloning sequencing. Liver is the major organ expressing *CRP* in both humans and rabbits. Accordingly, the methylation levels of *CRP* promoter are lower in normal liver tissues than in other tissues. (**E**) Levels of *CRP* expression (left) and promoter methylation (right) in tumor versus normal tissues from human livers (n = 5) were determined by q-PCR and bisulfite cloning sequencing, respectively. Liver tumors exhibit higher levels of *CRP* expression but lower levels of promoter methylation than adjacent normal liver tissues. *p<0.05 (paired t-test). (**F**) Bisulfite cloning sequencing of −286C versus −286A alleles of *CRP* promoter in Hep3B cells at resting (Vehicle treated) or induced states (IL-6 and IL-1β treated). −286A allele was less methylated than −286C allele at both states. (**G**) IL-6 (10 ng/ml) and IL-1β (1 ng/ml) treatment induced *CRP* expression (left) and promoter demethylation (right) in Hep3B cells, while withdraw of these cytokines led to a quick drop of *CRP* expression and promoter re-methylation. The result of one representative experiment is shown.

Intriguingly, a promoter SNP (rs3091244) associated with plasma levels of CRP is located at 286 bp upstream the transcription start site (Szalai et al., 2005; Zacho et al., 2008; Allin et al., 2010). This SNP does not exist in binding sites of transcription factors (TFs) critical to *CRP* expression. Rather, the major −286C allele constitutes a CpG motif, at which DNA methylation frequently occurs; whereas the minor alleles of −286A/T disrupt the CpG motif and are associated with enhanced *CRP* expression. Beside the −286CpG, there are only four additional CpGs within the proximal promoter of *CRP*. Importantly, two of those CpGs are located at the binding sites of STAT3 and NF-κB/C/EBP-β (Figure 1A). Given that promoter methylation affects TF recruitment (Hu et al., 2013; Yin et al., 2017) and contributes to gene silencing (Jones, 2012; Wu and Zhang, 2014; Dor and Cedar, 2018; Luo et al., 2018; Blattler and Farnham, 2013), it is notable that levels of promoter methylation and expression of *CRP* appear to be negatively associated albeit with undefined causality (Wang et al., 2014). In the present study, we demonstrate that the expression pattern of *CRP* is causally determined by reversible promoter methylation, and that this regulation may also apply to highly inducible genes with CpG-poor promoters.

## Results

### Promoter methylation is inversely associated with CRP expression

To determine whether promoter methylation affects *CRP* expression, we first compared methylation levels of *CRP* promoter in different human tissues. *CRP* is expressed predominantly, if not solely, by the liver (Pepys and Hirschfield, 2003; Du Clos, 2013). Accordingly, methylation levels of *CRP* promoter in normal liver tissues were much lower than that in other tissues (Figure 1B). Analysis of published bisulfite sequencing datasets also confirmed that *CRP* promoter was most demethylated in the liver (Figure 1C). Similar results were further obtained in rabbits (Figure 1D), wherein *CRP* exhibits a comparable expression pattern as in humans. Moreover, malignant liver tissues expressed more *CRP* than adjacent normal tissues, and they were also less methylated at *CRP* promoter (Figure 1E). These data together reveal an inverse association between levels of promoter methylation and *CRP* expression across different tissues or cell types.

Hepatic Hep3B cell line is a conventional model to investigate APR expression (Singh et al., 2007; Young et al., 2008). *CRP* promoter in Hep3B cells harbors distinct alleles at the −286 position, with −286C on one allele and −286A on the other. Intriguingly, in addition to lacking the −286CpG, all other promoter CpGs on the −286A allele were much less methylated than that on the −286C allele at the resting state (Figure 1F). Such an allelic imbalance of promoter methylation was further reinforced at the induced state. Notably, the induction of *CRP* by IL-6 and IL-1β was accompanied by prominent promoter demethylation (Figure 1G). Following washout of the cytokines, however, both the expression and the promoter methylation of *CRP* were rapidly recovered. By contrast, the methylation level of a 5’ UTR CpG remained constant during the entire time course. Therefore, levels of promoter methylation and *CRP* expression are also specifically and dynamically associated in the same cell type.

### Promoter methylation causally determines CRP expression

To clarify whether the observed association is causal, we directly modulated methylation levels of *CRP* promoter and examined its consequence on expression. Treating Hep3B cells with 5-aza or RG108 to inhibit DNA methylation significantly enhanced *CRP* expression at the resting state, but showed little effect at the induced state (Figure 2A; Figure 2—figure supplement 1) wherein *CRP* promoter also underwent active demethylation (Figure 1G). Nevertheless, 5-aza could moderately rescue the induced expression of CRP when STAT3 or NF-κB was inhibited (Figure 2B and C), hinting for their involvement in active demethylation of *CRP* promoter. Moreover, in vitro methylation before transfection markedly suppressed the reporter activity of *CRP* promoter in Hep3B cells (Figure 2D). This suppression, however, was partially reversed by mutating individual CpG motifs, and was completely absent with a CpG-null mutant of *CRP* promoter. These results suggest that promoter methylation inhibits, whereas its demethylation enhances *CRP* expression, thus supporting a causal association.

**Figure 2.**
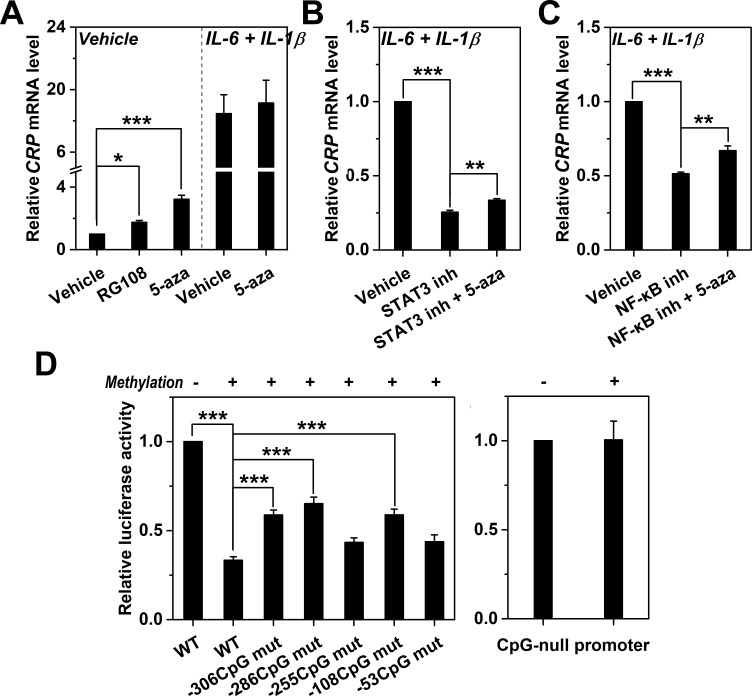
Methylation levels of *CRP* promoter causally determines expression. (**A**) The effects of DNA methylation inhibitor RG-108 (25 μM, 24 hr) or 5-aza (5 μM, 12 hr) on *CRP* expression in Hep3B cells at the resting or induced state (n = 3). These inhibitors enhanced the resting but not the induced expression of *CRP*. At the induced state, the defective *CRP* expression caused by STAT3 (s31-201, 30 μM, 24 hr) (**B**) or NF-κB inhibition (BAY11-7082, 2 μM, 24 hr) (**C**) was partially reversed by 5-aza (5 μM, 24 hr) (n = 3). (**D**) In vitro vector methylation markedly inhibited reporter activities of wildtype *CRP* promoter (WT) following transfection into Hep3B cells (n = 3). Mutating individual CpG motif partially reversed this inhibition. As the control, in vitro vector methylation did not affect reporter activities of a CpG-null version of *CRP* promoter. Data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 (two-tailed t-test).

**Figure 2—figure supplement 1.**
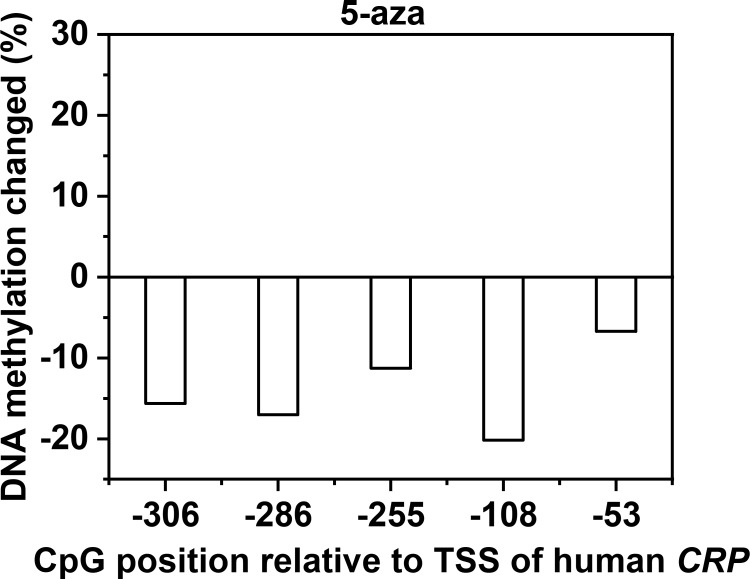
Validation of effects on promoter methylation of *CRP* by DNA methylation inhibitor. Methylation levels of *CRP* promoter in Hep3B cells following treatment with 5-aza were determined with bisulfite cloning sequencing. Changes were calculated by subtracting DNA methylation levels of *CRP* promoter in vehicle-treated Hep3B cells from that in 5-aza-treated Hep3B cells.

CpG methylation and demethylation are mediated by DNA methyltransferases (DNMTs) and ten-eleven translocations (TETs), respectively (Jones, 2012; Wu and Zhang, 2014; Dor and Cedar, 2018; Luo et al., 2018). A causal association with promoter methylation would therefore predict that the expression of *CRP* should also be regulated by DNMTs and/or TETs. Indeed, RNAi screening revealed that knockdown (KD) of *DNMT3A* enhanced (Figure 3A), whereas KD of *TET2* reduced *CRP* expression in Hep3B cells (Figure 3B). Knockout (KO) of *DNMT3A* (Figure 3C) or *TET2* (Figure 3D) with Cas9 yielded consistent but more pronounced effects. Importantly, *DNMT3A*/*TET2* KD or KO showed expected effects on *CRP* promoter methylation and on their own expression (Figure 3—figure supplements 1 and 2) without upregulating TFs critical to *CRP* induction (Figure 3—figure supplement 3). On the other hand, the overexpression of *DNMT3A* reduced, while the overexpression of *TET2* enhanced *CRP* expression (Figure 3E). These results together identify DNMT3A and TET2 as the negative and positive regulators of *CRP* expression, respectively, thus reinforcing the notion that *CRP* expression is causally determined by promoter methylation.

**Figure 3.**
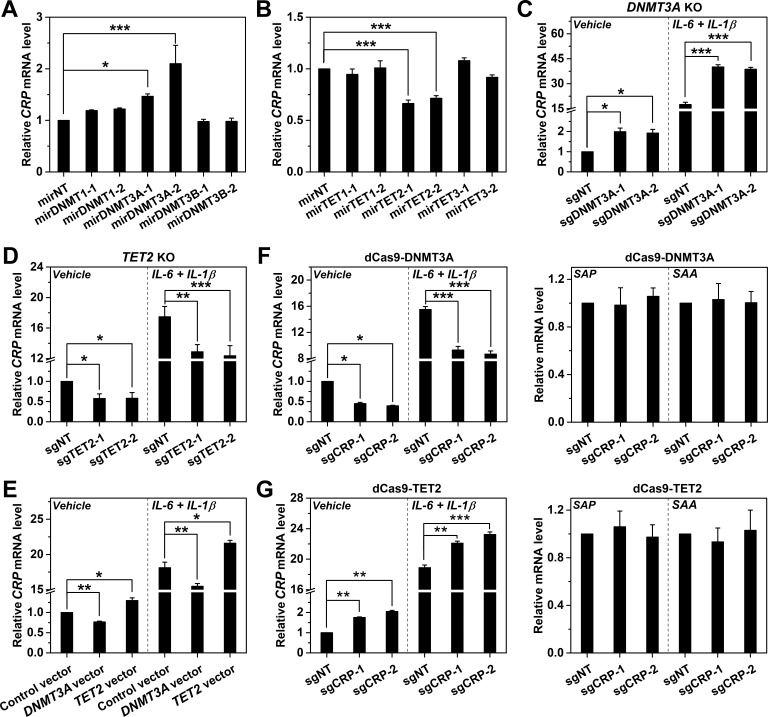
DNMT3A and TET2 regulate *CRP* expression. *CRP* expression in Hep3B cells with *DNMT* (**A**) or *TET* (**B**) knockdown by control (mirNT) or target-specific miRNA (n = 3). (**C**) *CRP* expression in Hep3B cells with co-transfected Cas9 and sgRNAs targeting exon 14 (sgDNMT3A-1) or 2 (sgDNMT3A-2) of *DNMT3A* (n = 3). (**D**) *CRP* expression in Hep3B cells with co-transfected Cas9 and sgRNAs targeting exon 3 (sgTET2-1) or 7 (sgTET2-2) of *TET2* (n = 3). (**E**) *CRP* expression in Hep3B cells with overexpressed *DNMT3A* or *TET2* (n = 3). *CRP* expression in Hep3B cells with co-transfected catalytic domain of *DNMT3A* (**F**) or *TET2* (**G**) fused to *dCas9* and sgRNAs targeting *CRP* promoter (n = 3). The results identified DNMT3A and TET2 as the negative and positive regulators of *CRP* expression, respectively. Selective targeting of DNMT3A or TET2 to *CRP* promoter by dCas9 only regulated the expression of *CRP*, but did not affect that of *serum amyloid A* (*SAA*; a major human APR) or *serum amyloid P component* (*SAP*, a paralog of *CRP*). Data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 (two-tailed t-test).

**Figure 3—figure supplement 1.**
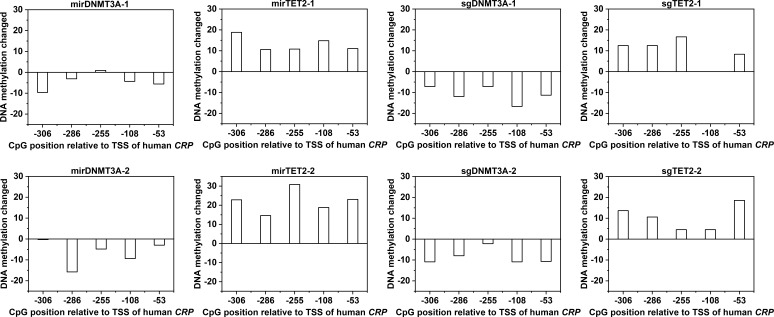
Validation of effects on promoter methylation of *CRP* by DNA methylation-modulating manipulations. Methylation levels of *CRP* promoter in Hep3B cells following *DNMT3A* KD, *TET2* KD, *DNMT3A* KO or *TET2* KO were determined with bisulfite cloning sequencing. Changes were calculated by subtracting DNA methylation levels of *CRP* promoter in mirNT- or sgNT-treated Hep3B cells from that in mirDNMT3A/TET2-, or sgDNMT3A/TET2-treated Hep3B cells.

**Figure 3—figure supplement 2.**
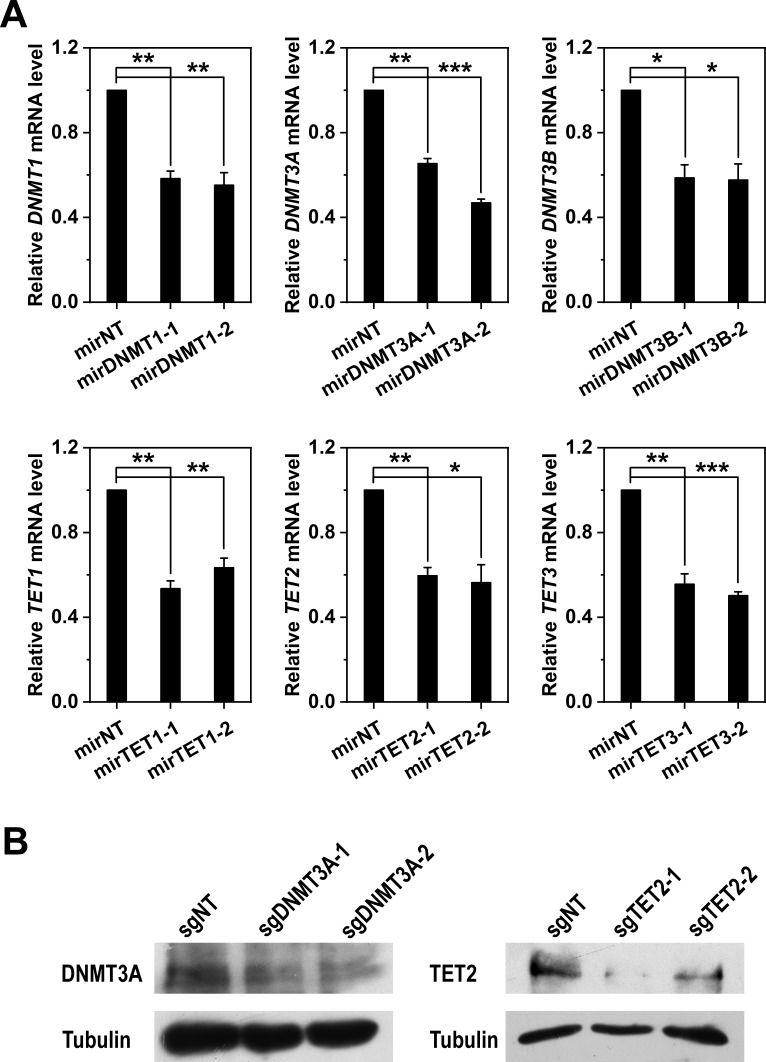
Validation of *DNMT3A* and *TET2* knockdown and knockout. (**A**) The mRNA levels of *DNMT*s and *TET*s in Hep3B cells transfected with the indicated miRNA were determined with q-PCR. (**B**) The protein levels of *DNMT3A* and *TET2* in Hep3B cells co-transfected with *Cas9* and the indicated sgRNAs were determined with immunoblotting. Both RNAi and Cas9-mediated knockout efficiently reduced the expression of *DNMT3A* or *TET2*. Data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 (two-tailed t-test).

**Figure 3—figure supplement 3.**
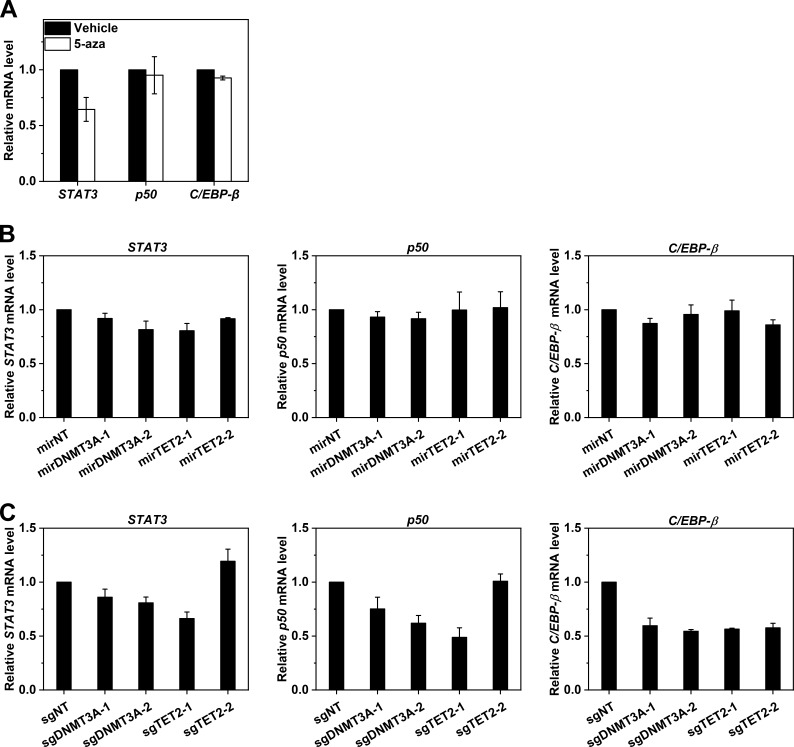
Effects on TF expression by DNA methylation-modulating manipulations. The mRNA levels of STAT3, p50 and C/EBP-β in Hep3B cells following treatment with 5-aza (**A**), *DNMT3A*/*TET2* KD (**B**), or *DNMT3A*/*TET2* KO (**C**) were determined with q-PCR. Data are presented as mean ± SEM.

Of note, inhibitor treatment or *DNMT3A*/*TET2* manipulations would all affect the methylation status of entire genome. To exclude any indirect effect caused by global manipulation, we specifically modulated the methylation levels of *CRP* promoter by dCas9-mediated targeting of the catalytic domains of DNMT3A or TET2. Enforced methylation of *CRP* promoter by DNMT3A-dCas9 reduced the expression of *CRP* in Hep3B cells, but showed little effect on that of *serum amyloid A* (*SAA*, another major human APR) and *serum amyloid P component* (*SAP*, a paralog of *CRP*) (Figure 3F). By contrast, enforced demethylation of *CRP* promoter by TET2-dCas9 only selectively enhanced the expression of *CRP* (Figure 3G). We thus conclude that DNMT3A and TET2-tuned methylation status of *CRP* promoter constitutes a key part of the regulatory mechanism that causally determines the expression.

### Promoter methylation of CRP dictates strength of TF recruitment

We next asked whether the promoter methylation-mediated regulation could be conferred by influencing TF recruitment. Indeed, IL-6 and IL-1β-induced demethylation of *CRP* promoter (Figure 1G) was paralleled by markedly enhanced recruitment of STAT3, NF-κB p50 and C/EBP-β (Figure 4A; Singh et al., 2007; Young et al., 2008). Moreover, in vitro methylation substantially reduced the recruitment of those TFs to vectors containing *CRP* promoter after transfection into Hep3B cells (Figure 4B). The −53CpG and −108CpG are at the binding sites of p50/C/EBP-β, and STAT3, respectively (Figure 1A). Accordingly, site-specific methylation of −53CpG selectively prevented the recruitment of p50 and C/EBP-β to *CRP* promoter, while site-specific methylation of −108CpG only inhibited the recruitment of STAT3 (Figure 4C). These CpG motifs at TF binding sites may thus act as rheostats with their methylation turning down the recruitment of critical TFs, resulting in reduced expression.

**Figure 4.**
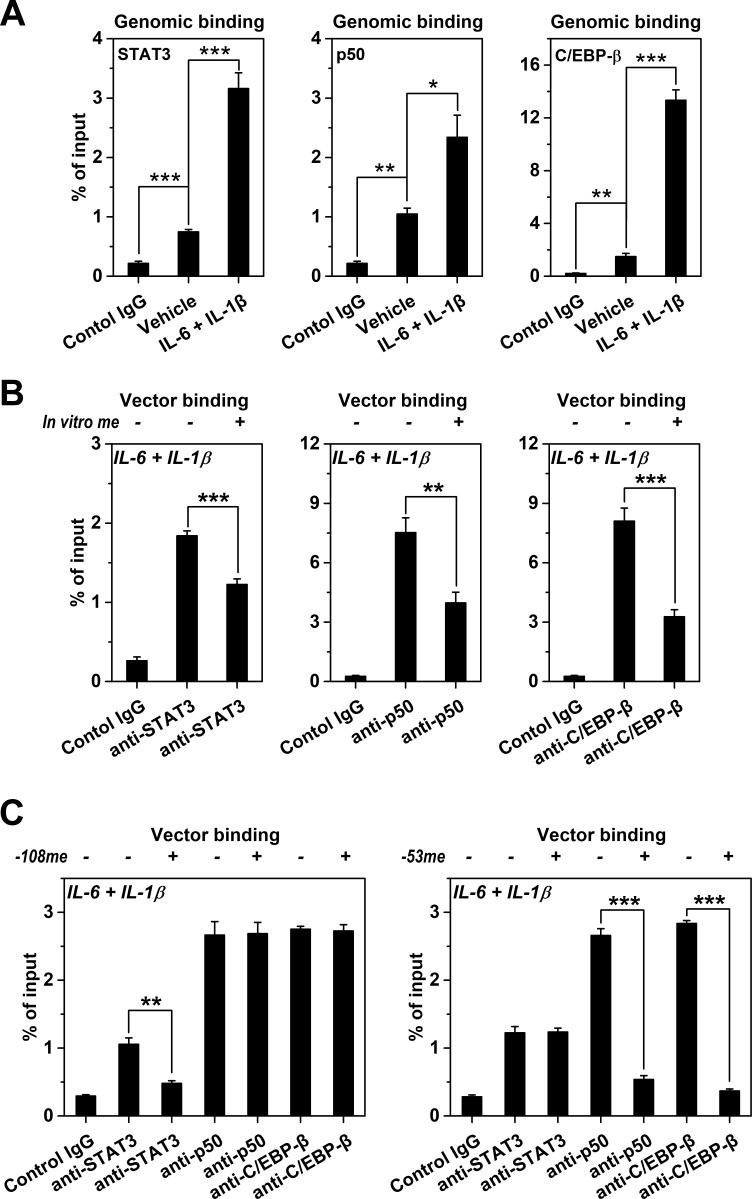
Methylation levels of *CRP* promoter affect TF recruitment. The recruitment of TFs to *CRP* promoter in Hep3B cells was analyzed by ChIP. (**A**) The recruitment of STAT3, p50 and C/EBP-β to *CRP* promoter were all markedly enhanced at the induced versus resting state (n = 3). (**B**) In vitro vector methylation decreased the recruitment of STAT3, p50 and C/EBP-β to a vector containing *CRP* promoter at the induced state (n = 3). (**C**) Site-specific methylation at −53CpG inhibited the recruitment of p50 and C/EBP-β, whereas methylation at −108CpG inhibited the recruitment STAT3 to the vector containing *CRP* promoter at the induced state (n = 3). Data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 (two-tailed t-test).

### Dynamic crosstalk among TFs and promoter methylation in induced expression of CRP

We further examined how TF recruitment and promoter methylation dynamically orchestrate to regulate the induced expression of *CRP*. IL-6 and IL-1β induced two waves of *CRP* expression: the first wave lasted from 0 to 6 hr yielding the minor peak, while the second lasted from 12 to 24 hr yielding the major peak (Figure 5A). The recruitment of STAT3 occurred during the first wave and saturated at 3 hr before the minor peak (Figure 5B). By contrast, the recruitment of p50 was more evident during the time lag between the two waves (Figure 5C). The recruitment of C/EBP-β, whose action depends on p50 (Cha-Molstad et al., 2000; Kramer et al., 2008; Agrawal et al., 2001), however, steadily rose till 12 hr (Figure 5D). These would suggest that the first wave of induced *CRP* expression is driven by early recruited STAT3, which licenses the late recruitment of p50 that synergizes with C/EBP-β to drive the second wave. As such, STAT3 is likely the pioneer TF that binds methylated *CRP* promoter to initiates induction and primes demethylation.

**Figure 5.**
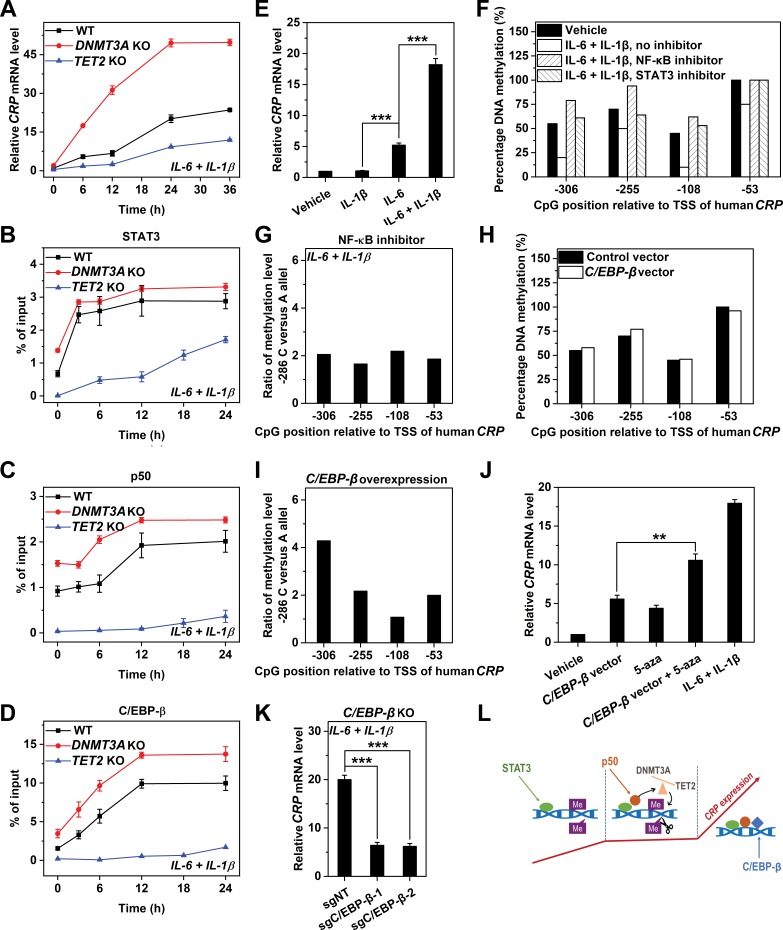
TF recruitment and promoter methylation dynamically crosstalk to regulate the induced expression of *CRP*. *CRP* expression (**A**) and promoter recruitment of STAT3 (**B**), p50 (**C**) and C/EBP-β (**D**) in Hep3B cells at the induced state without (WT) or with co-transfected *Cas9* and sgRNA targeting exon 14 of *DNMT3A* (n = 3) or targeting exon 3 of *TET2* (n = 2) over time. *TET2* KO markedly reduced the induction of *CRP*, and almost abrogated the promoter recruitment of p50 and C/EBP-β. The recruitment of STAT3 to *CRP* promoter was still evident in *TET2* KO cells. *DNMT3A* KO resulted in a stronger amplitude and altered dynamics of *CRP* induction. The recruitment to *CRP* promoter was enhanced for all the three TFs in *DNMT3A* KO cells, whereas the timing of recruitment was altered only for p50. (**E**) *CRP* expression in Hep3B cells treated with vehicle, 1 ng/ml IL-1β, 10 ng/ml IL-6 or their combination for 48 hr (n = 3). As IL-1β is unable to induce IL-6 production in Hep3B cells (Kramer et al., 2008), the effects of STAT3 and p50 can be largely dissociated by treating cells with one single cytokine (Kramer et al., 2008; Ganapathi et al., 1991; Ganapathi et al., 1988). IL-1β could not induce *CRP* expression, suggesting p50 is not required for the first wave of *CRP* induction. (**F**) Methylation levels of *CRP* promoter in Hep3B cells at the induced state treated without (Vehicle) or with inhibitors of STAT3 (30 μM s31-201) or NF-κB (2 μM BAY11-7082) for 24 hr. (**G**) Ratios of methylation levels on −286C versus −286A alleles in Hep3B cells at the induced state treated with the NF-κB inhibitor (2 μM BAY11-7082) for 24 hr. Methylation levels (**H**) and allelic methylation of *CRP* promoter (**I**) in Hep3B cells expressing a control or a *C/EBP-β* vector at the resting state. *C/EBP-β* overexpression showed no effect on methylation status of *CRP* promoter. The result of one representative experiment is shown. (**J**) *CRP* expression in Hep3B cells with or without *C/EBP-β* overexpression under the indicated conditions for 48 hr (n = 3). (**K**) *CRP* expression in Hep3B cells without (sgNT) or with *C/EBP-β* KO (sgC/EBP-β) following induction with 10 ng/ml IL-6 and 1 ng/ml IL-1β for 48 hr (n = 3). The dramatic effects of *C/EBP-β* KO or overexpression suggest that this TF is the major effector that respond to promoter methylation status and determine the amplitude of *CRP* expression. (**L**) A schematic illustration of how TF recruitment and promoter methylation dynamically orchestrate to regulate the induction of *CRP*. Data are presented as mean ± SEM. **p<0.01, ***p<0.001 (two-tailed t-test).

In line with the above suggestion, STAT3 was the only TF showing appreciable early recruitment to *CRP* promoter upon enforced DNA methylation by *TET2* KO (Figure 5B–D). This indicates that STAT3 can nevertheless be recruited to *CRP* promoter even when heavily methylated, consistent with the observations that vector binding of STAT3 was least sensitive to methylation (Figure 4B and C). This also indicates that STAT3 can act largely independent of p50 and C/EBP-β to drive *CRP* induction, albeit with a markedly reduced amplitude (Figure 5A). Indeed, the sole activation of STAT3 in wildtype cells was able to induce *CRP* expression to a level comparable to that of the minor peak, whereas the sole activation of NF-κB was completely ineffective (Figure 5E). Despite that, NF-κB inhibition (with intact STAT3) at the induced state resulted in an even stronger methylation of *CRP* promoter (Figure 5F) and a reversal of allelic imbalance (Figures 5G and 1F). Therefore, promoter demethylation requires p50 that acts downstream of STAT3.

Interestingly, enforced DNA demethylation by *DNMT3A* KO not only tripled *CRP* expression during the entire course of induction, but eliminated the time lag between the two waves (Figure 5A). The augmented amplitude can be explained by the enhanced recruitment of the three TFs, while the altered dynamics may correspond to the shifted timing of p50 recruitment (Figure 5B–D). As such, p50 selectively recruited during the time lag could be responsible for promoter demethylation to prime the second wave. Accordingly, C/EBP-β appears to be the major effector that responds to promoter demethylation: its overexpression did not demethylate *CRP* promoter (Figure 5H and I), but when combined with blockage of DNA methylation, it drove the resting expression of *CRP* to a level approaching to that induced by IL-6 and IL-1β (Figure 5J). *C/EBP-β* KO, however, lowered the induced expression of *CRP* by ~70% (Figure 5K). These together demonstrate a stepwise induction of *CRP* where TFs and promoter methylation dynamically orchestrate (Figure 5L).

### Reversible methylation regulates expression of genes with CpG-poor promoters

Having established the regulation of *CRP* expression by reversible promoter methylation, we wondered whether the same regulation can be applied to other APRs. Indeed, *SAA* behaved similarly as *CRP*. Treating Hep3B cells with IL-6 and IL-1β resulted in a drastic increase in the expression of *SAA* (Figure 6A) and a reduction in methylation levels of its promoter (Figure 6B). These were, however, quickly recovered following cytokine withdraw. By contrast, neither the expression nor the promoter methylation of *SAP* was affected by treatment or withdraw of IL-6 and IL-1β (Figure 6A and C). Moreover, *DNMT3A* KO also markedly enhanced the induced expression of *SAA*, but barely affected that of *SAP* (Figure 6D). These results suggest that reversible promoter methylation may be a general mechanism underlies the induction of APRs.

**Figure 6.**
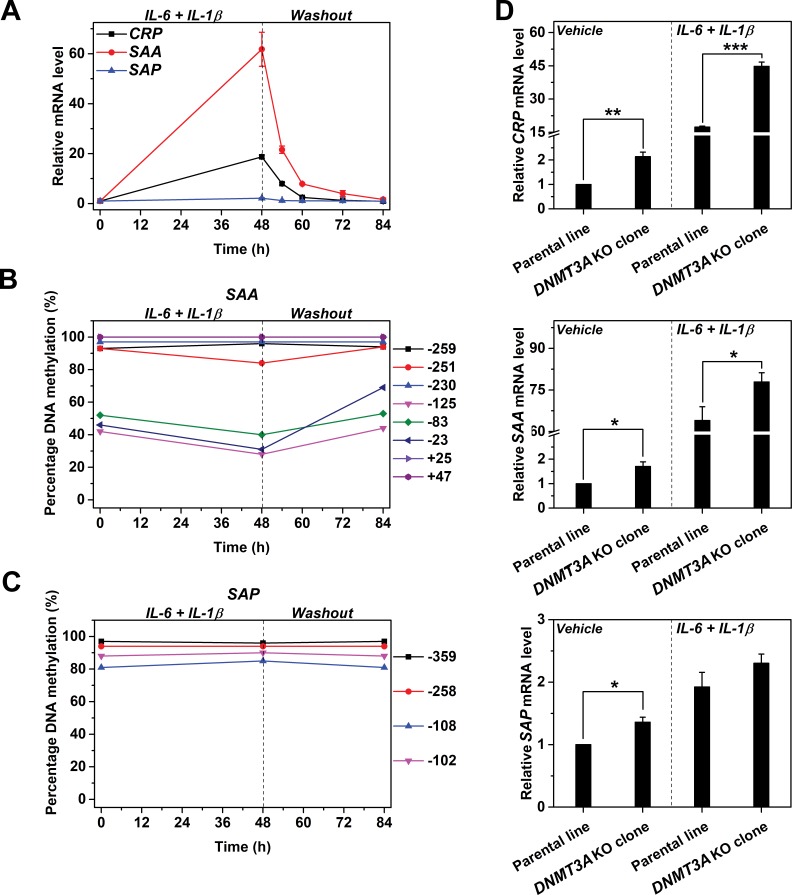
Reversible methylation regulates the induced expression of *SAA*. Hep3B cells were treated with 10 ng/ml IL-6 and 1 ng/ml IL-1β for 48 hr, and then cultured in the absence of cytokine for 36 hr. (**A**) The expression levels of *CRP*, *SAA* and *SAP* (n = 3). (**B**) The methylation levels of *SAA* promoter. (**C**) The methylation levels of *SAP* promoter. The expression and methylation levels of *SAA* were inversely, and dynamically coupled. The expression of *SAP* was not induced, and methylation levels of its promoter did not change over time. The result of one representative experiment is shown. (**D**) The expression levels of *CRP* (upper), *SAA* (middle) and *SAP* (lower) in the parental or a clone of *DNMT3A* KO Hep3B cells at the resting or induced state (n = 3). *DNMT3A* KO enhanced the expression of *CRP* and *SAA*, but showed only marginal effects on that of *SAP*. Data are presented as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 (two-tailed t-test).

The promoters of most mammalian genes contain a high frequency (observed number/expected number >0.6) of CpGs termed CpG islands (CGIs) that are resistant to DNA methylation (Saxonov et al., 2006). 

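C-reactive protein is the acute phase protein encoded by CRP (ENSG00000132693), and hepatocytes are its main source. Its promoter, taken from −550 to +1 bp of the annotated start, lies from 159684379 to 159684929 on chromosome 1 of GRCh37, with the gene on the reverse strand. The reference holds 5 CpGs there, at −306, −286, −255, −108 and −53 from the start. The CpG at −108 stands in CCCTCTTCCCGAAGCTCTGA and the CpG at −53 in ACATAGTGGCGCAAACTCCC. The observed number of CpGs divided by the number expected from the C and G content of the window is 0.230. Of 20148 protein-coding genes with a ratio in the same window, 3886 (19.3%) have a lower ratio than CRP, and 9907 (49.2%) have a ratio over 0.6. These values come from the reference sequence and its GENCODE annotation, so no sample enters them.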

The CpG frequency of CRP promoter, however, is exceptionally low (~0.23). 

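Promoters of 48 acute phase reactants, 34 that rise and 14 that fall in inflammation by textbook classification, were read from the GRCh37 reference. The fibrinogen gamma chain FGG had 1 CpG and a ratio of 0.0342, and the hemoglobin scavenger HP had 2 CpGs and a ratio of 0.0877. SAP, encoded by APCS, had a ratio of 0.125 and the serum amyloid SAA1 a ratio of 0.173. MT2A, a metal-binding metallothionein, was the 1 gene of the 48 with a ratio over 0.6, at 0.885, and the mitochondrial superoxide dismutase SOD2 followed at 0.550. The median of the 48 genes was 7 CpGs and a ratio of 0.214. The median of 77 housekeeping genes was 33 CpGs and 0.753, and that of all protein-coding genes was 23 CpGs and 0.593. Both lists differed from the acute phase reactants in the ratio, with p = 6.5e-17 and 2.8e-16 in two-sided K-S tests (n = 48 against 77 and 20100 genes), or 1.9e-16 and 4.2e-16 when adjusted over the 3 lists compared. In CpG number, permutation tests gave p = 1e-05 for each, the smallest that 100000 permutations can give, or 1.5e-05 when adjusted. The 90 cytokine genes had a median of 7 CpGs and a ratio of 0.228. Neither their ratio (K-S test, n = 48 and 90 genes, p = 0.0966) nor their CpG number (permutation test, p = 0.379) differed from the acute phase reactants past 0.05. With the window from −500 to +500 the median ratio of the acute phase reactants was lower than that of the cytokines by a difference of −0.0522 (K-S test, n = 48 and 90 genes, p = 0.0204). The tests run across genes, which are not independent replicates, and the paper's text does not give the members of its own lists.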

Interestingly, a low CpG frequency appears to be general feature of APR promoters (Figure 7A). We then extended our analysis to genes with CpG-poor promoters. 

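Hep3B is a human hepatocellular carcinoma line that secretes acute phase proteins. RNA was sequenced from 2 libraries labelled resting and 2 labelled as treated with 10 ng/ml IL-6 and 1 ng/ml IL-1β for 24 h. The sources used here do not say whether the 2 libraries of a state are separate cultures, so the p-values measure only the spread between these libraries. The authors aligned the reads to GRCh38.p13 with HISAT2 and counted them per gene with HTSeq, and deposited 1 table of counts per library. Reads assigned to genes numbered 13659864 and 13831846 in the libraries labelled resting and 10908410 and 11615309 in those labelled induced. Counts were scaled by TMM, 13402 genes passed the filter on low counts, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HP, SAA2, APCS and SERPINA3 are listed at 0 in all 4 libraries, where 15.3 to 15.4% of the records overlapped more than 1 gene and were not counted.
CRP had 387 and 357 reads in the libraries labelled resting and 0 and 0 in those labelled induced, which is at least 203-fold higher in the libraries labelled resting (floor of 3 reads over the group). SAA1 had 148 and 105 reads against 0 and 0, at least 69.1-fold higher in the libraries labelled resting. The read-through record SAA2-SAA4, which overlaps SAA2, had 369 and 407 reads against 0 and 0, at least 212-fold higher in the libraries labelled resting. The RT-qPCR of the paper runs the other way, with CRP and SAA (Figure 6A) higher under the cytokines, which does not settle the labels. The short codes the submitters gave these libraries also run opposite to the labels, by the coding of the mouse libraries, and were not used to assign a state. Libraries are therefore named by their labels, and each direction given for Hep3B is that of the labels.

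**Figure D1:**
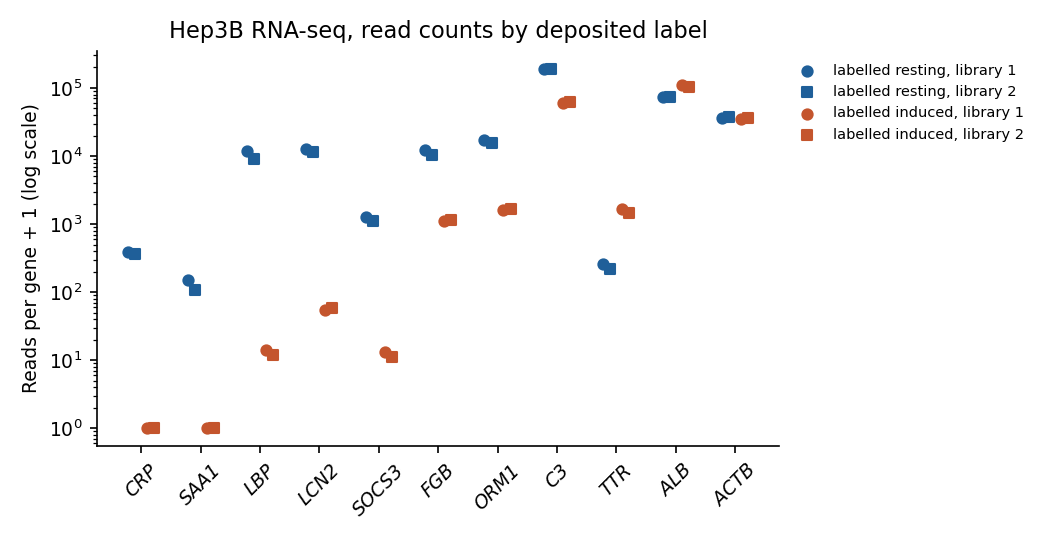
Reads per gene plus 1 on a log scale for 11 genes in the 4 Hep3B libraries, in blue for the label resting and in orange for the label induced, with a circle for library 1 and a square for library 2. CRP and SAA1 sit at 0 reads in both libraries labelled induced, while TTR and ALB are lower in those labelled resting.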

In Hep3B cells treated with IL-6 and IL-1β, strongly induced genes tended to manifest lower CpG ratios in their promoters (Figure 7B; Figure 7—figure supplement 1). 

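Genes that differed strongly between the Hep3B libraries had a lower promoter CpG ratio than genes that did not. LBP, which presents bacterial lipopolysaccharide to its receptor, was 718-fold higher in the libraries labelled resting (log2 fold change −9.49, standard error 0.22, adjusted p = 1.3e-07 from edgeR, n = 2 and 2) and has 6 promoter CpGs. CCL20, a chemokine for lymphocytes and dendritic cells, was 5.38-fold higher in the libraries labelled resting (adjusted p = 2.0e-07 from edgeR) and has a ratio of 0.187. AFP, the fetal relative of albumin, was 6.41-fold higher in the libraries labelled induced (adjusted p = 7.2e-07 from edgeR) and has 3 CpGs and a ratio of 0.136. CpG-rich promoters were also among them, as in SOCS3, the feedback inhibitor of STAT3 signalling, with 69 CpGs and a ratio of 0.914. SOCS3 was 90.0-fold higher in the libraries labelled resting (adjusted p = 1.3e-07 from edgeR).
The median promoter CpG ratio was 0.701 for genes under 2-fold, 0.536 from 2 to 5, 0.374 from 5 to 15 and 0.22 over 15-fold, in either direction. The 3 steps gave p = 8.6e-36, 2.6e-05 and 0.0025 in two-sided K-S tests across genes (n = 10394, 797, 165 and 63), which are not independent replicates (2.6e-35, 3.9e-05 and 0.0025 when adjusted over the 3 steps). The step to over 15-fold did not pass among genes with at least 10 counts in every library (n = 89 and 13, p = 0.615), with folds from mean CPM plus 1 (n = 84 and 17, p = 0.262) or with promoters at the median transcript start (n = 165 and 63, p = 0.0607). The step to 5 to 15-fold did not pass with folds from mean CPM plus 1 (n = 585 and 84, p = 0.0612). Neither of these steps passed without the lowest quartile of expression (n = 333, 61 and 22), an alternative added after the data were seen. From the lower ratios in the categories of larger change (Figure 7B), the paper states that strongly induced genes tend to have promoters of low CpG ratio.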

Similar observations were also made in livers of mice undergoing turpentine-induced acute inflammation (Figure 7C). 

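Liver of the same 2 C57BL/6 mice was taken at rest and again 2 days after 100 µl turpentine was injected into each hind limb, an injury that causes sterile inflammation, with 1 week of recovery between. The labels give RNA-seq and whole genome bisulfite sequencing for each of the 4 samples. The authors counted RNA reads per gene as for Hep3B, with GRCm38.p6, and deposited read counts of 9476511 and 8811176 for the resting livers of mouse 1 and mouse 2 and 7786126 and 9187641 for the induced livers. For the bisulfite libraries the authors used Bismark and deposited methylated and unmethylated read counts per cytosine. The mean number of reads per autosomal CpG was 53.0 and 54.4 in the resting and induced libraries of mouse 1 and 39.6 and 35.2 in those of mouse 2. The deposited tables of mouse 1 list only covered sites and those of mouse 2 every CpG, so any batch difference goes with the mouse. Reads from the Y chromosome averaged 0.428 and 0.435 per CpG in mouse 1 and 5.71 and 5.02 in mouse 2, and the Y-linked gene Ddx3y had 0 and 0 RNA reads in mouse 1 and 675 and 410 in mouse 2. The median number of reads per CpG of the X chromosome was 38 and 40 in mouse 1 and 20 and 18 in mouse 2, against 36, 37, 40 and 35 on autosomes, so the mice differ in sex by these reads. Xist, the RNA of the inactive X chromosome, is listed at 0 in all 4 libraries, also in mouse 1, which taken alone goes the other way. In these libraries 8.20 to 9.43% of the records overlapped more than 1 gene and were not counted. A listed 0 therefore need not mean that the RNA was absent, and does not decide the sex. Both strands of a CpG were summed, and CpGs needed at least 10 reads in each library. Without a mouse genome at hand, promoters were placed by gene coordinates and by gene order shared with human, for 14894 genes. Their CpG number was used in place of the ratio.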

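The livers made much more serum amyloid RNA after turpentine. Saa2 (ENSMUSG00000057465), an apolipoprotein of the acute phase, averaged 88.1 ± 76.5 normalized CPM (counts scaled to a common library size) at rest and 6165 ± 1235 in the induced state (SD, n = 2 mice). With the mouse as a block its log2 fold change was 6.45 (adjusted p = 4.3e-11 from edgeR). Orm2, a carrier glycoprotein of plasma, averaged 40.5 ± 47.3 and 2078 ± 466, and the siderophore-binding Lcn2 averaged 105 ± 139 and 1548 ± 473. Pnpla3, a lipid-remodelling enzyme that feeding induces, averaged 23.6 ± 0.761 and 1.11 ± 0.665, a blocked log2 fold change of −4.43 (adjusted p = 1.2e-10 from edgeR). Orm2 has 6 promoter CpGs, Lcn2 has 3 and Pnpla3 has 12, and the window could not be placed for the Saa genes, which also share sequence with each other. Crp averaged 704 ± 303 and 1209 ± 334, a blocked log2 fold change of 0.82 that did not pass the test (adjusted p = 0.782 from edgeR), and has 2 promoter CpGs.
The median promoter CpG number was 20 for the 9074 genes under 2-fold, 11 for 673 genes from 2 to 5, 8.5 for 56 genes from 5 to 15 and 9.5 for 10 genes over 15-fold. Against the genes under 2-fold, two-sided permutation tests across genes gave p = 1e-05, 1e-05 and 0.0422 (adjusted over the 3 comparisons 1.5e-05, 1.5e-05 and 0.0422). The last rests on 10 genes and did not pass with the windows from −1000 to +1 (permutation p = 0.269) or −500 to +500 (permutation p = 0.0528). Over 2-fold in any category, the median was 10 CpGs. When the 4 libraries were split by mouse, or crossed with 1 library of each state on either side, the genes over 2-fold had medians of 17 and 15 CpGs against 20 for the others (permutation p = 1e-05 for each). From its comparison of the categories (Figure 7C), the paper states that the observations in mouse liver are similar to those in Hep3B cells.

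**Figure D2:**
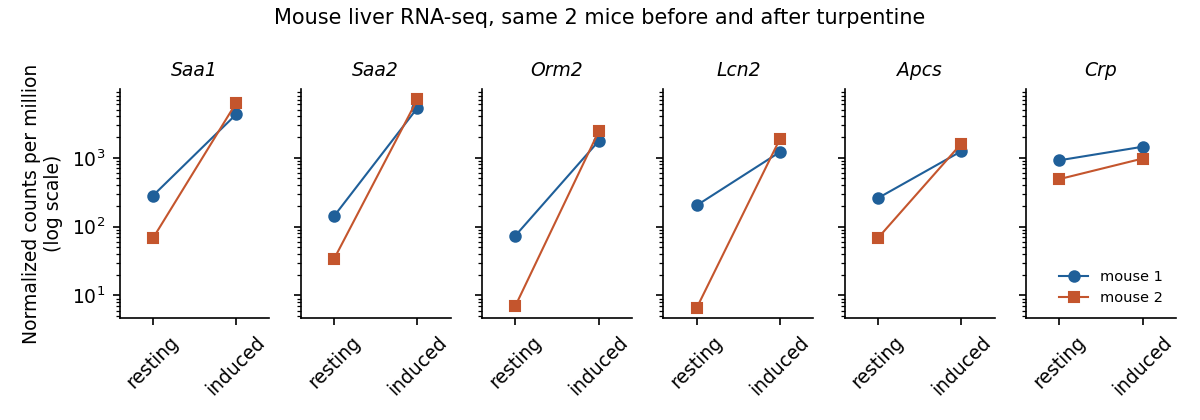
Normalized CPM on a log scale for Saa1, Saa2, Orm2, Lcn2, Apcs and Crp at rest and after turpentine, 1 line per mouse. Each gene is higher after turpentine in both mice, and resting mouse 1 lies above resting mouse 2.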

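In mouse liver, genes were ranked by the number of CpGs in the promoter and parted into quartiles. The lowest quartile holds Lcn2, Apcs, which encodes SAP, and Thrsp, a regulator of fat synthesis that fell from 2294 ± 1443 to 269 ± 1.09 normalized CPM (SD, n = 2 mice) with a blocked adjusted p of 2.5e-04 from edgeR. Of 2597 genes with 0 to 10 promoter CpGs, 14.4% differed by more than 2-fold between the states, and of 2378 genes with 33 to 117 CpGs, 4.04% did. With 1 library left out these shares were 28.2% and 13.2% (resting replicate 1), 18.6% and 6.46% (resting replicate 2), 28.8% and 13.1% (induced replicate 1) and 26.1% and 14.2% (induced replicate 2). The median absolute log2 fold change was 0.34, 0.28, 0.25 and 0.25 from the lowest to the highest quartile. Steps between neighbouring quartiles gave p = 9.3e-15, 0.0095 and 0.53 in two-sided K-S tests across genes (n = 2597, 2487, 2351 and 2378, adjusted over the 3 steps 2.8e-14, 0.0143 and 0.53). Without induced replicate 2 the middle step did not pass (n = 2343 and 2645, p = 0.124). The middle step also did not pass among genes higher at rest only (n = 1227 and 1104, K-S p = 0.338). Nor did it among genes under 2-fold (n = 2084 and 2387, K-S p = 0.0881). Among genes higher in the induced state it passed (n = 1260 and 1247, K-S p = 0.0279). With the crossed split of the libraries, 6.51% of genes in the lowest quartile and 3.74% in the highest exceeded 2-fold, and with the split by mouse 26.9% and 18.3%.
For methylation, a CpG counted as altered where the state means differed by at least 0.2 and both mice moved the same way. Altered CpGs made up on average 2.53% of the CpGs of a promoter in the lowest quartile (4014 promoters, 1 to 8 CpGs), then 2.16%, 0.878% and 0.353% in the highest (3609 promoters, 29 to 99 CpGs). The mean was lower at each step in two-sided permutation tests of the mean, chosen after seeing the data (p = 0.0265, 1e-05 and 1e-05, or 0.0265, 1.5e-05 and 1.5e-05 when adjusted over the 3 steps). The first step did not pass with at least 15 reads per CpG (permutation p = 0.074) or with the window from −1000 to +1 (permutation p = 0.151). The K-S distance gave permutation p = 1e-05 at each step, but between the first 2 quartiles it runs the other way, since 18.5% of promoters in the second and 11% in the first had any altered CpG. Of the altered CpGs in the lowest quartile, 248 had gained and 261 had lost methylation. The crossed split gave 2.56%, 2.23%, 1.00% and 0.345%, and the split by mouse 5.07%, 4.79%, 2.78% and 1.42%. Reads redrawn with no change between libraries gave 0.818% in the lowest quartile and 0.120% in the highest.

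**Figure D3:**
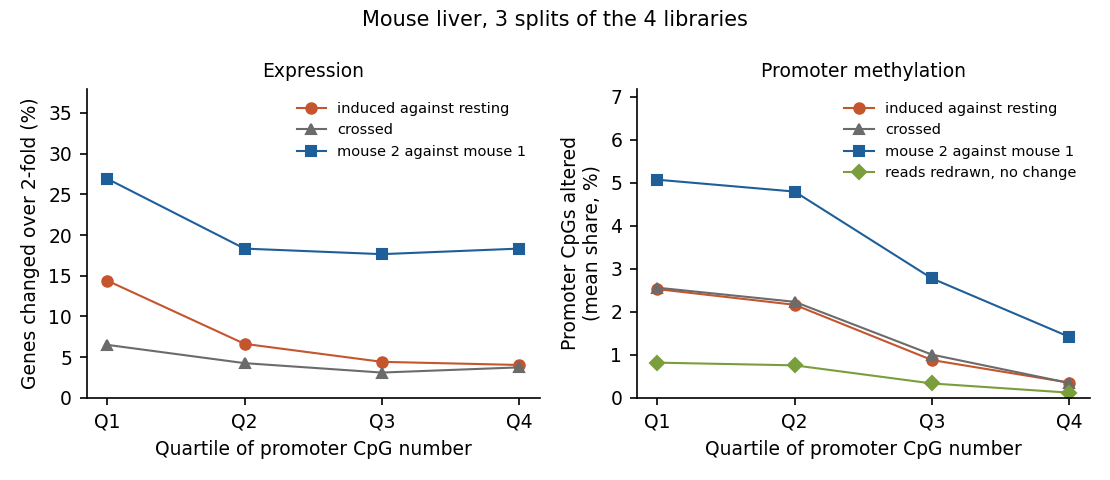
Left, percent of genes over 2-fold, and right, mean percent of promoter CpGs altered, by quartile of promoter CpG number in mouse liver, with 1 line each for induced against resting, the crossed split, mouse 2 against mouse 1 and, on the right, reads redrawn with no change. On the left the line for induced against resting starts at 14.4% between the other splits, and on the right it lies on the crossed split.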

Importantly, genes with CpG-poor promoters showed significantly stronger changes in both expression and promoter methylation (Figure 7D and E; Figure 7—figure supplement 1). Therefore, dynamic methylation may also regulate the expression of highly inducible genes with CpG-poor promoters.

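Promoters of acute phase genes had a higher or a lower mean methylation after turpentine in about equal number, and none passed the test. Hp, which encodes haptoglobin, went from 28.2% to 24.2% methylated reads in mouse 1 and from 26.7% to 23.8% in mouse 2. Orm2 went from 51.8% to 62.5% and from 47.0% to 44.9%. Lbp went from 6.67% to 1.46% and from 5.07% to 1.09%, and was the 1 measured promoter of a positive acute phase reactant whose unadjusted p in edgeR was under 0.05. With the mouse as a block, so were Fgg, from 10.0% to 32.3% and from 9.68% to 12.5%, and Fga, from 36.7% to 17.4% and from 19% to 18.9%. Of 17 such promoters, 9 had a higher and 8 a lower mean in the induced state, with no adjusted p under 0.05 in edgeR with or without the block. Only 2 were higher and 3 lower in both mice, and the others did not move the same way in both. The median change of the 17 promoters was 0.510 percentage points against 0.00896 for other promoters. The 2 distributions did not differ past 0.05 (two-sided permutation test of the K-S distance, p = 0.0519). That distance also responds to spread, so it does not test a shift of the median. The Crp promoter holds 2 CpGs, at 172697957 and 172698050 on chromosome 1 of GRCm38, at −99 and −6 from the start. The first went from 15.8% to 24.4% in mouse 1 and from 11.3% to 13.2% in mouse 2, and the second from 32.6% to 17.1% and from 21.6% to 26%, at 35 to 53 reads per site and library. Crp RNA did not pass edgeR's test with the mouse as a block in these livers (adjusted p = 0.782). These CpGs therefore do not test demethylation at an induced promoter, nor at the human CRP promoter.
Across genes, which are not independent replicates, the promoters of 109 genes called higher in the blocked fit had a median methylation change of −0.01 percentage points, those of 59 genes called lower 0.361 and those of 9110 genes not called 0. The distributions of the first 2 groups differed from that of the third in two-sided permutation tests (p = 0.0181 and 0.0117, both 0.0181 when adjusted over the 2). For genes called higher the difference lies in the spread, with quartiles of −2.96 and 2.55 against −0.926 and 0.968 for genes not called, which also have more promoter CpGs (a median of 20 against 9). For genes called lower the test did not pass with the window from −1000 to +1 (permutation p = 0.157) or with at least 5 reads per CpG (permutation p = 0.0645). Among 2501 genes in the lowest quartile of promoter CpG number, the changes in methylation and in expression had a Spearman correlation of −0.0348 (permutation p = 0.0809, or 0.324 when adjusted over the 4 quartiles). With at least 15 reads per CpG it was −0.0536 (permutation p = 0.00857). From the changes in both measures at CpG-poor promoters, the paper proposes that dynamic methylation also regulates highly inducible genes with such promoters.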

**Figure 7.**
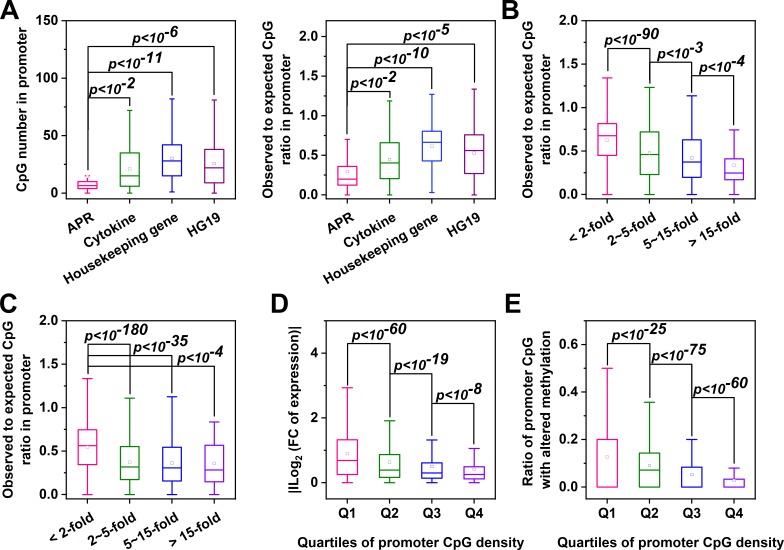
Genes with CpG-poor promoters are preferentialy demethylated and induced in acute inflammation. (**A**) Both the numbers and ratios of promoter CpG are significantly lower in APRs (n = 34) than in cytokines (n = 117), housekeeping genes (n = 425) or all genes of HG19 (n = 20180). (**B**) Hep3B cells were treated with 10 ng/ml IL-6 and 1 ng/ml IL-1β for 24 hr, and gene expression profiles were determined by RNA-seq. Genes with larger expression changes exhibited lower promoter CpG ratios. There are 10979, 2130, 454, and 121 genes in <2 fold, 2 ~ 5 fold, 5 ~ 15 fold, and >15 fold categories, respectively. Mouse liver tissues were collected at the resting or turpentine-induced state. Their transcriptome and methylome were then determined and compared. (**C**) Genes whose expression changed by over 2-fold between the two states exhibit lower promoter CpG densities. There are 12338, 2876, 444, and 51 genes in <2 fold, 2 ~ 5 fold, 5 ~ 15 fold, and >15 fold categories, respectively. With the increase in promoter CpG density, genes show markedly reduced changes in levels of their expression (**D**) (There are 3096, 3903, 3903, and 3907 genes in Q1, Q2, Q3, and Q4 categories, respectively) and promoter methylation (**E**) (There are 3745, 3738, 3741, and 3742 genes in Q1, Q2, Q3, and Q4 categories, respectively). Statistical analysis was performed using K-S test.

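The difference in promoter CpG ratio between changed and other genes of Hep3B was present at every level of expression. In the lowest quartile of expression, genes over 2-fold had a median ratio of 0.468 and genes under 2-fold 0.636 (two-sided K-S test, n = 609 of 2855 genes, p = 2.8e-17). In the highest quartile, which holds the complement inhibitor C4BPA with 10 promoter CpGs and the fibrinogen beta chain FGB with 2, the medians were 0.486 and 0.726 (n = 113 of 2855 genes, p = 6.1e-10). C4BPA was 8.69-fold and FGB 8.22-fold higher in the libraries labelled resting (adjusted p = 1.3e-07 and 5.1e-07 from edgeR). NTS, a neuropeptide precursor with 2 promoter CpGs, was 6.38-fold higher in the libraries labelled induced (adjusted p = 7.9e-06 from edgeR). Over all levels the medians were 0.486 over and 0.701 under 2-fold (n = 1025 and 10394 genes, p = 2.9e-61). When the 4 libraries were parted in the other 2 ways, so that each side held 1 library of either label, the test of the few genes over 2-fold against the others did not pass (n = 74 and 77 genes, p = 0.465 and 0.306). Smaller changes did depend on the ratio in these splits too, with a median absolute log2 fold change of 0.0947 and 0.0886 in the lowest quartile of ratio and 0.0780 and 0.0726 in the next (n = 2855 genes, p = 1.5e-10 and 3.4e-09), against 0.321 and 0.239 between the labels (n = 2855 genes, p = 2.1e-20).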

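In Hep3B, the iron-binding LCN2 was 181-fold, the oncostatin M receptor OSMR 207-fold and the hydrogen peroxide-making oxidase DUOX2 112-fold higher in the libraries labelled resting. TTR, a plasma carrier of thyroxine that falls in the acute phase, was 7.82-fold and the matrix proteoglycan BGN 6.99-fold higher in those labelled induced. Of the acute phase glycoproteins, ORM1 was 8.30-fold and ORM2 4.52-fold higher in the libraries labelled resting, though the 2 genes share sequence and their reads can be mixed. These genes passed edgeR's test with adjusted p between 1.5e-08 and 2.9e-06. Of 11419 protein-coding genes, 10394 differed by less than 2-fold, 797 by 2 to 5-fold, 165 by 5 to 15-fold and 63 by more than 15-fold. Of the 1025 genes over 2-fold, 318 were higher and 707 lower in the libraries labelled induced, and 928 of the 1025 passed the test. The other 2 ways of parting the 4 libraries put 74 and 77 genes over 2-fold. Without the filter on low counts, 2910 genes exceeded 2-fold.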

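In mouse liver, Saa3 was 39.4-fold and Saa1 30.2-fold higher in the induced state, and the drug-metabolizing enzyme Cyp2b10 was 14.8-fold higher. Slc17a8, a vesicular glutamate transporter, was 21.7-fold and the ion channel Hcn3 20.9-fold lower. All 5 passed edgeR's test with the mouse as a block (adjusted p between 9.7e-12 and 2.9e-07). The folds are those without the block, and the size of change differed between the mice. Hcn3 went from 32.0 to 9.26 normalized CPM in mouse 1 and from 270 to 5.12 in mouse 2. Slc17a8 went from 33.2 to 3.61 and from 113 to 3.07, and Saa1 from 280 to 4262 and from 67.3 to 6244. Cyp2a4, a steroid hydroxylase more abundant in females, averaged 20.4-fold lower, but its counts were 11758 and 497 in mouse 1 and 37 and 1 in mouse 2. Of 11536 protein-coding genes, 10604 differed by less than 2-fold, 835 by 2 to 5-fold, 81 by 5 to 15-fold and 16 by more than 15-fold. Of the 932 genes over 2-fold, 491 were higher and 441 lower in the induced state. The split by mouse put 2435 genes over 2-fold and the crossed split 539. Without the filter on low counts there were 2897, with at least 10 counts in every library 591, and with 1 library left out between 1456 and 2353.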

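CpG-poor promoters of mouse liver were mostly methylated and CpG-rich ones were not. The mean methylation of promoter CpGs was 61.3% in the lowest quartile of CpG number (4014 promoters), then 33.4%, 10.8% and 2.95% in the highest. Neu2, a cytosolic sialidase, fell from 45.9% to 7.02% in mouse 1 and from 31.2% to 18.8% in mouse 2. Sycp2l, a germ cell gene, rose from 36.3% to 52.1% and from 28.1% to 40.4%. Both passed edgeR's test with the mouse as a block (adjusted p = 0.0252 each), not with adjusted deviances in the same fit, and were chosen after their values were seen. Taken alone, mouse 1 had 14.0% of promoter CpGs altered in the lowest quartile and mouse 2 had 4.70%. In the highest quartile mouse 1 had 2.56% and mouse 2 had 0.528%. With a difference of 0.3 in place of 0.2, the step between the first 2 quartiles did not pass (permutation p = 0.951 for the mean).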

**Figure 7—figure supplement 1.**
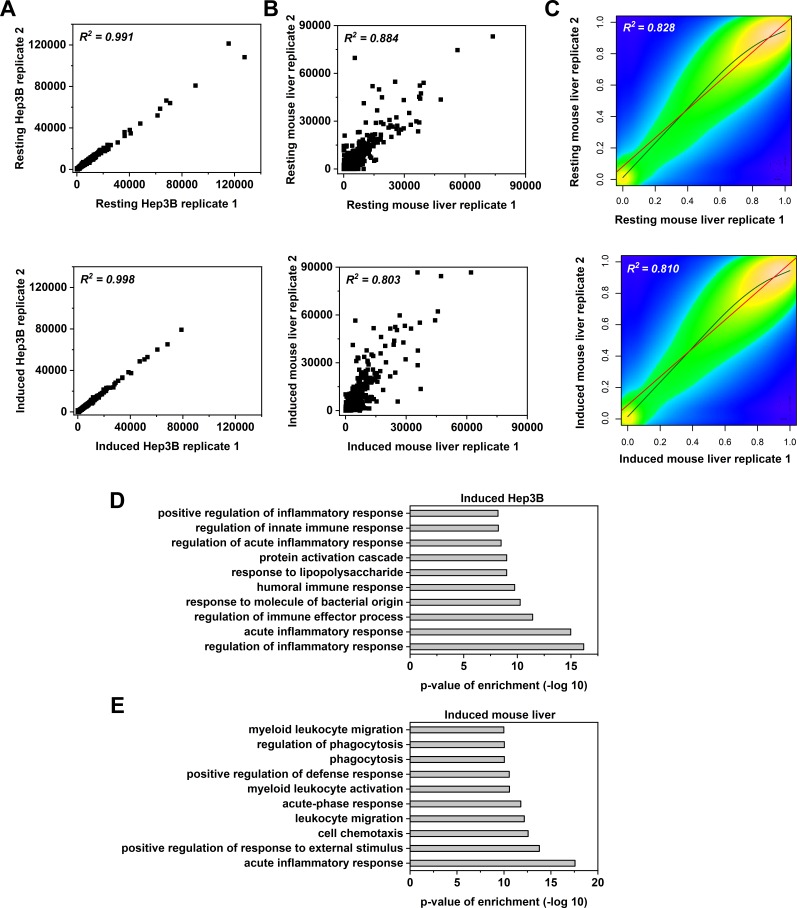
Correlation and GO analysis. Transcriptomes derived from the two replicates of resting or induced Hep3B cells (**A**) or mouse livers (**B**) are plotted. Each point denotes a gene. The expression of 2705 and 3371 genes were changed by over 2-fold (up- and down-regulated) in induced Hep3B cells and in induced mouse livers, respectively. (**C**) Methylomes derived from the two replicates of resting or induced mouse livers are plotted. Methylation levels were calculated with CpG sites with at least 10 reads covered. Colors represent the density of CpG sites, wherein yellow denotes high density and blue denotes low density. Overall, 1262 differentially methylated regions (1 k sequence window) were identified in induced versus resting mouse livers. GO analysis of differentially expressed genes in induced 3B cells (**D**) or mouse livers (**E**).

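Libraries of one state were closer to each other in Hep3B than in mouse liver. Over the normalized counts of 60564 genes, the squared Pearson correlation was 0.998 between the 2 libraries labelled resting and 0.992 between the 2 labelled induced. Over 55421 mouse genes it was 0.867 between the resting livers and 0.769 between the induced livers. On a log scale it was 0.953 and 0.935 in mouse liver. Albumin (Alb) had 196478 reads in resting mouse 1 and 206404 in resting mouse 2, and C3, the central complement protein, had 52771 and 152828 in induced mouse 1 and mouse 2. The spread between the 2 libraries of a state exceeded that of counting by a chi-square per degree of freedom of 3.36 and 5.40 in Hep3B and of 84.2 and 141 in mouse liver. These correlations run across genes, which are not independent replicates.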

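In Hep3B, STAT3, the transcription factor downstream of IL-6, was lower in the libraries labelled induced (406 ± 5.61 against 142 ± 4.03 normalized CPM, SD, n = 2 and 2, adjusted p = 9.2e-07 from edgeR). The de novo methyltransferase DNMT3B averaged 41.8 in the libraries labelled resting and 75.5 in those labelled induced (adjusted p = 6.5e-05 from edgeR). TET2 and TET3, which oxidize methylated cytosine, had log2 fold changes of −0.15 and −0.05 and did not pass (adjusted p = 0.286 and 0.56 from edgeR). In all, 2441 genes were higher and 2518 lower in the libraries labelled induced, while DESeq2 called 1712 and 1723.
In mouse liver, Cxcl1, a neutrophil-attracting chemokine, rose by a blocked log2 fold change of 3.11 (adjusted p = 2.0e-07 from edgeR with the mouse as a block). Without the block, edgeR's test called 0 of 13259 genes, with 314 at an unadjusted p under 0.05. DESeq2 called 27 higher and 18 lower, and edgeR with no filter on low counts 49 higher and 53 lower. With the mouse as a block, edgeR called 183 genes higher and 133 lower. The split by mouse called 637 genes without a block. The crossed split called 0, with 65 genes at an unadjusted p under 0.05 without the block and 277 with it. Without resting replicate 1, edgeR called 98 genes, and without resting replicate 2, 39, where the lone resting library is assumed to vary like the induced ones.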

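The methylome of mouse liver differed little between the states as a whole. The share of methylated reads over autosomal CpGs was 74.9% at rest and 75.2% after turpentine in mouse 1, and 75.2% and 75.9% in mouse 2. In the lowest quartile of CpG number, 3901 promoters averaged 59.2% and 59.3% in mouse 1 and 58.8% and 59.1% in mouse 2. This set differs from the 4014 promoters used for altered CpGs, which averaged 61.3%. Over CpGs with at least 10 reads in both libraries, the squared Pearson correlation of methylation levels between the 2 mice was 0.824 at rest and 0.818 in the induced state. Between the states it was 0.771 in mouse 1 and 0.888 in mouse 2. Of autosomal CpGs, 94.1% and 94.2% had at least 10 reads in the libraries of mouse 1 and 95.9% and 95.4% in those of mouse 2. With 2 mice an exact paired permutation test of such levels cannot reach p under 0.05.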

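Neu1, the lysosomal sialidase, lost promoter methylation in both mice after turpentine, from 32.4% to 9.42% and from 33.2% to 17.9% (adjusted p = 6.7e-04 from edgeR with the mouse as a block). Rufy1, an endosomal protein, went from 46.8% to 23.1% and from 34.7% to 24.2% (adjusted p = 0.0048 from the same fit with edgeR). Prss16, a thymus protease, went from 55.1% to 37.4% and from 54.3% to 32.5%, while the phospholipid enzyme Lpcat4 went from 0% to 0% and from 0.826% to 8.61% (adjusted p = 0.0275 and 0.0446 from edgeR). These promoters were chosen after their values were seen. With the mouse as a block, 3 of 12028 promoters were called higher and 6 lower, and 181 of 2160079 windows of 1000 bp higher and 121 lower. On simulated promoters this fit made 10 false calls among 11677. These came beside true calls, such as 54% of the changes of 0.2. They therefore do not give the number of calls expected with no change and cannot be set against the 9 calls here. With adjusted deviances in that fit, an earlier form of the model, 0 promoters were called. The crossed split with the same block called 4 promoters and 179 windows.
Without the block, edgeR's test called 0 windows, with 50191 at an unadjusted p under 0.05, and 0 promoters, with 232 at that level. The split by mouse called 16628 windows and 289 promoters, and the crossed split 2 and 0. A rule with no test, a mean difference of at least 0.2 with the same direction in both mice, took 112 windows for the states, 84 for the crossed split and 5363 for the split by mouse. With 1 library left out, edgeR called between 220 and 719 windows, where the lone library of a state is assumed to vary like the others.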

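In Hep3B, gene lists fixed in advance were counted with edgeR's test in place of GO terms. Of 22 measured positive acute phase reactants, 19 were lower and none higher in the libraries labelled induced (20 lower when adjusted over the list alone). The copper carrier CP had a log2 fold change of −2.09. Of 22 NF-kB targets and chemokines, 20 were lower in the libraries labelled induced, among them CXCL2 (−3.06) and CXCL3 (−2.44), which attract neutrophils. The same direction held for 13 of 19 STAT3 targets, with the receptor subunit OSMR at −7.69 and the transcription factor CEBPD at −2.66, and for 13 of 25 genes of complement and coagulation, 5 of which were higher. Of 26 cell cycle genes, 24 were higher in the libraries labelled induced, with the cyclin CCND1 at 1.84 and CCNB1 at 0.91. Of 7 negative acute phase reactants, 4 were higher, with APOA1 of high density lipoprotein at 2.73, and SERPINA7, the thyroxine-binding globulin, was lower at −1.65. Of 19 genes of the unfolded protein response, 15 were lower, with the chaperone DNAJB9 at −1.41.
Camera with a preset correlation of 0.01 called 19 of 22 lists at an adjusted p under 0.05. None passed with an estimated correlation. That loss need not come from correlation among genes. The NF-kB list had an estimated correlation of −0.000913, below the preset one, and its adjusted p from camera still went from 2.2e-65 to 0.0604. For the acute phase, NF-kB, STAT3, complement, cell cycle, negative acute phase and unfolded protein lists the adjusted p was 0.112, 0.0604, 0.126, 0.126, 0.126, 0.290 and 0.290 with an estimated correlation.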

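In mouse liver, of 32 measured positive acute phase reactants, 11 rose after turpentine and none fell in edgeR with the mouse as a block (6 higher without the block, when adjusted over the list alone). Saa1 had a blocked log2 fold change of 5.23, Orm3 4.28, Apcs 3.40 and the metallothionein Mt1 3.07. Of 20 STAT3 targets, 4 rose and 1 fell, with Socs3 at 2.15 and Cish at −1.92. Of 16 NF-kB targets and chemokines, 3 rose, among them the adhesion molecule Icam1 at 1.36. Of 22 genes of fatty acid synthesis and oxidation, 5 fell, with the malic enzyme Me1 at −2.13 and the elongase Elovl6 at −2.22. Of 21 genes of cholesterol synthesis, 2 fell, among them Idi1 (−1.73). Of 29 cytochromes P450 and drug transport genes, 4 fell, with the fatty acid hydroxylase Cyp4a14 at −3.13, and Cyp2b10 rose. Markers of Kupffer cells and neutrophils rose in the same libraries, with 10 of 16 and 6 of 12 members called higher. No gene of complement and coagulation (29 measured) and no negative acute phase reactant (13 measured) was called.
Camera with the preset correlation called 17 of 29 lists without the block, and none passed with an estimated correlation. Here too the loss need not come from correlation among genes. The cholesterol list had an estimated correlation of 5.8e-04, below the preset one, and its adjusted p from camera went from 6.2e-06 to 0.245. The adjusted p was 0.305 for the positive acute phase reactants, 0.318 for STAT3 targets, 0.326 for NF-kB targets and for the P450 list, and 0.245 for the fatty acid, cholesterol and Kupffer cell lists with an estimated correlation, and 0.432 for the neutrophil list.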

## Discussion

Though TFs critical to *CRP* expression have been identified, how their actions are coordinated remains unclear. This study demonstrates a previously unrecognized, epigenetic mechanism wherein methylation status of *CRP* promoter responds to and further modifies the effects of distinct TFs. At the induced state, the pioneered binding of STAT3 to *CRP* promoter in hepatocytes drives a minor wave of induction, and further licenses the subsequent recruitment of NF-κB p50. The two TFs probably work together to tip the balance of TET2 and DNMT3A at *CRP* promoter, leading to its demethylation. As significant cell proliferation was not noted, the methylated cytosine might be eventually removed by base excision repair mechanism (Wu and Zhang, 2014). Consequently, the demethylated promoter enhances the recruitment of C/EBP-β to drive the major wave of *CRP* induction. During the recovery phase, however, the loss of activated STAT3 and p50 results in a rapid remethylation of *CRP* promoter and termination of induction. At the resting state, however, the relatively hypomethylated promoter of *CRP* in the liver versus other tissues likely favors C/EBP-β recruitment, contributing to its tissue-specific, basal expression. These may form the basis for CRP, a putative pattern recognition receptor (Du Clos, 2013; Bottazzi et al., 2010), to constitute an integral part of immune surveillance in both homeostasis and inflammation.

In addition to *CRP*, we further show that reversible methylation also appears to be involved in regulation of highly inducible genes carrying CpG-poor promoters with APRs as representatives. In this regard, it is worth noting that DNA methylation is a relative stable epigenetic modification (Wu and Zhang, 2014). Though dynamic changes in global or local DNA methylation status have been demonstrated in processes of development, aging and disease, these (gradual) changes, once occurred, are largely persistent or irreversible (Wu and Zhang, 2014; Dor and Cedar, 2018; Luo et al., 2018; Halder et al., 2016; Sellars et al., 2015; Domcke et al., 2015; Flavahan et al., 2016; Dmitrijeva et al., 2018; Koch et al., 2018; Horvath and Raj, 2018) with its causality in determining gene expression even being questioned (Bestor et al., 2015). There are, however, only rare cases where the expression of specific genes, such as *pS2* (Métivier et al., 2008; Kangaspeska et al., 2008) and *IL-10* (Hwang et al., 2018), is regulated by rapid and reversible changes in DNA methylation. Our findings here identify an important scenario in which reversible promoter methylation plays a critical role in determining the expression pattern of a class of proteins featured by CpG-poor promoters in response to inflammatory stimuli.

Acute changes in DNA methylation have also been analyzed at a genome-wide scale in previous studies. One study examined mouse neurons activated by electroconvulsive stimulation, and found that methylation changes were preferentially occurred in CpG-poor regions (Guo et al., 2011). Though promoters were underrepresented in these regions, their methylation changes were nevertheless modestly anticorrelated with gene expression (Guo et al., 2011). Such CpG content-dependent changes in DNA methylation, however, were not observed in another study examining neurons activated by contextual learning (Halder et al., 2016). Moreover, DNA methylation changes in human dendritic cells following infection rarely occurred at promoters (Pacis et al., 2019; Pacis et al., 2015), and were claimed to be a consequence of gene expression (Pacis et al., 2019). Those findings thus argue that the regulation of reversible methylation on inducible expression of genes with CpG-poor promoters may be context-dependent, and that rigorously controlled case study should be integrated into genome-wide investigation to conclude on causality.

Interestingly, genes showing inducible expression in macrophages activated by endotoxin have been classified into two groups: nucleosome remodeling-independent genes with CpG-rich promoters, and nucleosome remodeling-dependent genes with CpG-poor promoters (Ramirez-Carrozzi et al., 2009). Despite their distinct requirements for SWI/SNF complexes, preassembled Pol II and new protein synthesis, both groups of genes exhibit a single-wave kinetics of induction (Ramirez-Carrozzi et al., 2009; Hargreaves et al., 2009; Ramirez-Carrozzi et al., 2006). This is in contrast with CRP and probably other major APRs, which show a two-wave kinetics of induction with the second wave licensed by promoter demethylation. However, nucleosome remodeling might still act downstream in the second wave, as C/EBP-β has recently been shown to promote CRP expression by recruiting BRG1 via MKL1 (Fan et al., 2019). Conversely, promoter methylation could also contribute to inducible expression of nucleosome remodeling-dependent genes in macrophages by directly regulating TF recruitment (Hu et al., 2013; Yin et al., 2017; Thomas et al., 2012).

Despite that most CpGs in mammalian promoters not associated with CGIs are usually methylated (Wu and Zhang, 2014; Luo et al., 2018), TETs and DNMTs can nevertheless mediate active demethylation and de novo methylation, respectively. This indicates that the methylation status of part of the genome may depend on the balance of the two types of enzymes (Jones, 2012; Wu and Zhang, 2014; Dor and Cedar, 2018; Luo et al., 2018; Blattler and Farnham, 2013). Cellular signaling able to tip the balance of TETs and DNMTs could thus represent a regulatory mechanism that finely and reversibly tunes the expression of certain genes in response to environmental cues. In case of *CRP*, DNMT3A and TET2 appear to be involved in the regulation. Though the mechanism of TF-induced local demethylation is not fully understood (Luo et al., 2018), TFs including NF-κB and EGR1 have been reported to evoke DNA demethylation in neurons (Jarome et al., 2015) for example by recruiting TET1 (Sun et al., 2019). Future study is warranted to elucidate how TFs regulate the balance of TETs and DNMTs and to discover scenarios where regulation by reversible DNA methylation plays a prominent role.

## Materials and methods

### Determination of promoter methylation level

Frozen tumor/normal tissue sample pairs were obtained from the tissue bank of Gansu Cancer hospital. Genomic DNA samples extracted from tissues or Hep3B cells were bisulfite-converted and recovered using EpiTect Bisulfite Kit (QIAGEN, Hamburg, Germany; catalog number: 59104; lot number: 142338839, 145038568, 148214306, 151030901) according to the manufacturer’s instructions. Samples were then amplified with SureStart Taq DNA Polymerase (Agilent Technologies, Santa Clara, CA; catalog number: 600282; lot number: 0006129848). The primer sequences used were: human *CRP* (Forward: 5’-GTAGGTGTTGGAGAGGTAGTTATTA-3’; Reverse: 5’-ATTTATATCCAAAACAATAAAAAAATTTAC-3’); rabbit *CRP* (Forward: 5’-ATGTTAGAGTTGAAGGTGTTGGAGATA-3’; Reverse: 5’-AAATACTAAAAATCCTACATCCCTTACCTC-3’); human *SAA* (Forward: 5’-GTTTTTATTTTATATTTTTTAGTAG-3’; Reverse: 5’-TAATACTAATCTATACTATAACTAAACTAC-3’); human *SAP* (Forward: 5’-AAGAAAGAAAAGGTTTTGTTTTTA-3’; Reverse: 5’-ATTTTCCAAATCTACCTCCTAAC-3’)). Subsequent cloning and sequencing were performed as described (Varley et al., 2009). The experiments conformed to the Guide for the Care and Use of Laboratory Animals published by NIH, and were conducted according to the protocols approved by the Ethics Committee of Animal Experiments of Xi’an Jiaotong University and Lanzhou University (2016–064 and A201307050027).

### Determination of gene expression

Human hepatocellular carcinoma cell line Hep3B were obtained from cell bank of Chinese Academy of Sciences (Shanghai, China). Hep3B cells were cultured in MEM media (Sigma-Aldrich, St. Louis, MO; catalog number: M0643; lot number: SLBF6418, SLBM7544V) containing 10% FBS (Biological industries, Beit Haemek, Israel; catalog number: 04-001-1A; lot number: 1418110). Cells were tested for mycoplasma and have been authenticated by Cel-ID (Mohammad et al., 2019) using RNA-seq: their correlation (R^2^) to Hep3B cells (G28888.Hep_3B2.1.7.3) in Cancer Cell Line Encyclopedia project is 0.92 (p<10^−24^). Total RNA was extracted with RNAiso Plus reagent (Takara, Shiga, Japan; catalog number: 9108, 9109; lot number: 2270A, AA4102-1, AA6201-1, AA3101-1). cDNA was synthesized from 1 μg total RNA using reverse transcriptase M-MLV (Takara; catalog number: 2641B; lot number: AG70412A), Oligo d(T)15 Primers (Takara; catalog number: 3805; lot number: T1301BA), dNTP mixture (Takara; catalog number: 4019; lot number: B4101A), and recombinant ribonuclease inhibitor (Takara; catalog number: 2313B; lot number: K8101GA). Gene expression was determined with quantitative PCR (q-PCR) using SYBR Premix Ex Taq II (Takara; catalog number: RR820A; lot number: AK7602) in a CFX96 Real-Time PCR Detection System (Bio-rad, Hercules, CA). The gene expression levels were normalized to that of ACTB. The primer sequences used were: human *CRP* (Forward: 5’-GGAGCAGGATTCCTTCGGT-3’; Reverse: 5’-CACTTCGCCTTGCACTTCAT-3’); human *SAA* (Forward: 5’-GTGATCAGCGATGCCAGAGAGA-3’; Reverse: 5’-CCAGCAGGTCGGAAGTGATTG-3’); human *SAP* (Forward: 5’-CTTGATCACACCGCTGGAGAAG-3’; Reverse: 5’-CTTGGGTATTGTAGGAGAAGAGGCTG-3’); human *ACTB* (Forward: 5’-CGTGGACATCCGCAAAGAC-3’; Reverse: 5’- CTCAGGAGGAGCAATGATCTTGA-3’).

Gene expression profiles of Hep3B cells with or without IL-6 and IL-1β treatment for 24 hr were determined with RNA sequencing services provided by GENEWIZ (South Plainfield, NJ). Transcriptome and methylome of C57BL/6 mouse liver tissues at the resting or turpentine-induced state were determined with RNA sequencing and whole genome bisulfite sequencing services (WGBS) provided by GENEWIZ. All RNA-seq and WGBS data have been deposited in GEO under accession code GSE146797.

Where appropriate, Hep3B cells were treated with 10 ng/ml rhIL-6 (R and D Systems, Minneapolis, MN; catalog number: 206-IL; lot number: OJZ1716061), 1 ng/ml rhIL-1β (R and D System; catalog number: 201-LB; lot number: AD1515091), 5-Azacytidine (5-aza; 5 µM, 12 hr; DNA methylation inhibitor) (Sigma-Aldrich; catalog number: A2385; lot number: SLBL4994V), RG108 (25 µM, 24 hr; DNA methylation inhibitor) (Selleck Chemicals, Houston, TX; catalog number: S2821; lot number: 02), BAY11-7082 (2 µM, 24 hr; NF-κB inhibitor) (Selleck Chemicals; catalog number: S2913; lot number: 01), S31-201 (30 µM, 24 hr; STAT3 inhibitor) (Selleck Chemicals; catalog number: S1155; lot number: 02) or Stattic (5 µM, 24 hr; STAT3 inhibitor) (Selleck Chemicals; catalog number: S7024; lot number: 01).

### Modulation of DNA methylation regulators

For knockdown, targeting sequences were synthesized (GENEWIZ), and cloned into pcDNA6.2-GW/EmGFP-miR vector (Invitrogen, Carlsbad, CA; catalog number: K4935-00). The targeting sequences were: *DNMT1* (#1 5’-GATTTGGAAAGAGACAGCTTA-3’; #2 5’-CAACAGAGGACAACAAGTTCA-3’); *DNMT3A* (#1 5’-GGTGTGTGTTGAGAAGCTGAT-3’; #2 5’-GAATTTGACCCTCCAAAGGTT-3’); *DNMT3B* (#1 5’-GGTTTGGCGATGGCAAGTTCT-3’; #2 5’-CGAGAACAAATGGCTTCAGAT-3’); *TET1* (#1 5’-CATGCAAGGCCTTCCAGATTA-3’; #2 5’-AGAGAACAGCCAGTTTGCTTA-3’); *TET2* (#1 5’-GTGTAGGTAAGTGCCAGAAAT-3’; #2 5’-CATGGCGTTTATCCAGAATTA-3’); *TET3* (#1 5’-CCTTTATGACTTCCCTCAGCG-3’; #2 5’-CCAGTTGATGGACCTGTTCCA-3’). For overexpression, coding sequence of target genes were cloned into pcDNA3.1 vector (Invitrogen; catalog number: V795-20). Vectors were transfected into Hep3B cells with ViaFect Transfection Reagent (Promega, Madison, WI; catalog number: E4982; lot number: 0000251076, 0000136819). 48 hr later, gene expression was determined with q-PCR.

For Cas9-mediated knockout (Ran et al., 2013), targeting sequences corresponding to sgRNAs were synthesized (GENEWIZ), and cloned into pSpCas9(BB)−2A-Puro (PX459) v2.0 vector (Addgene, Cambridge, MA; catalog number: 62988). The targeting sequences were: *DNMT3A* (#1 5’-GGACCTCTTGGTGGGGCCGG-3’ against exon 14; #2 5’-GGAAGGTGGGGCGGCCTGGG-3’ against exon 2); *TET2* (#1 5’-GGGAGATGTGAACTCTGGGA-3’ against exon 3; #2 5’-GGAGAACTTGCGCCTGTCAG-3’ against exon 7). Gene expression was determined with q-PCR. In some experiments, single clones of *DNMT3A* knockout cells were further selected with puromycin (Corning, NY; catalog number: 58-58-2; lot number: 61385051).

For dCas9-mediated targeting (Hilton et al., 2015; Kabadi et al., 2014), targeting sequences corresponding to sgRNAs were synthesized (GENEWIZ), and cloned into phU6-gRNA vector (Addgene; catalog number: 53188). The targeting sequences for *CRP* promoter were: #1 5’-GGGGACTGTTGTGGGGTGGG-3’; #2 5’-GAAGCTCTGACACCTGCCCC-3’. The catalytic domains of *DNMT3A* and *TET2* were cloned into pcDNA-dCas9-p300 Core vector (Addgene, Cambridge, MA; catalog number: 61357). sgRNA vector and *DNMT3A* or *TET2* vector were co-transfected into Hep3B cells. 48 hr later, gene expression was determined with q-PCR.

To prepare Hep3B cells stably expressing *Cas9* (Koike-Yusa et al., 2014), pspax2, pMD2G and pLentiCas9-BFP were co-transfected into HEK293T cells. Lentivirus particles were harvested 48 hr later and were used to infect Hep3B cells. Stable cell line was selected with Blasticidine (Sigma-Aldrich; catalog number: 15205; lot number: BCBM5270V). Targeting sequences corresponding to sgRNAs were synthesized (GENEWIZ), cloned into pKLV-U6gRNA(BbsI)-PGKpuro2ABFP vector (Addgene; catalog number: 50946), and packed into lentivirus particles to infect Hep3B cells stably expressing *Cas9*. Stable cell lines of *C/EBP-β* knockout were further selected with puromycin (Corning, NY; catalog number: 58-58-2; lot number: 61385051). The targeting sequences for *C/EBP-β* were: #1 5’-GGGCGCCTGGGGGCCGCCAA-3’; #2 5’-GGCGGCGGCGGCGGCGGGGG-3’.

### Luciferase reporter assay

The promoter fragment of *CRP* (−533 ~ +103 bp) was cloned into PGL4.10 (luc2) vector (Promega, Madison, WI; catalog number: E6651). Hep3B cells were transfected with 1.5 μg of PGL4.10 *CRP* reporter vector and 0.075 μg of phRL-TK (Promega; catalog number: E6241) using X-tremeGENE 9 DNA Transfection Reagent (Roche, Basel, Schweiz; catalog number: 06365787001; lot number: 23644700). After 48 hr of transfection, luciferase activities were measured using Dual-Luciferase Reporter Assay System (Promega; catalog number: E1960; lot number: 0000201344) on a Synergy HTX Multi-Mode Microplate Reader (BioTek, Winooski, VT). Activities of firefly luciferase were normalized with that of co-transfected Renilla luciferase.

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed as described (Nelson et al., 2006). Briefly, Hep3B cells with or without transfected PGL4.10 vector containing *CRP* promoter were cross-linked with 1.42% formaldehyde at room temperature for 15 min. The reaction was stopped by addition of glycine to a final concentration of 125 mM. Cells were then sonicated in IP buffer (150 mM NaCl, 50 mM Tris, pH 7.5, 5 mM EDTA, 0.5 % NP-40, 1.0% Triton X-100) at 4°C for 10 min, followed by addition of anti-STAT3 (Santa Cruz, Dallas, TX; catalog number: sc-482X; lot number: B0615), anti-p50 (Santa Cruz; catalog number: sc-7178X; lot number: C0314) or anti-C/EBP-β (Santa Cruz; catalog number: sc-150X; lot number: J2215) for 15 min in ice/water bath with sonification. Protein-DNA complexes were isolated with nProtein A Sepharose 4 Fast Flow (GE Healthcare, Chicago, IL; catalog number: 17-5280-01; lot number: 10235150), and eluted with 10% Chelex 100 (Sigma-Aldrich; catalog number: C7901; lot number: SLBM2735V). The eluates were treated with proteinase K (BioFroxx, Hesse Einhausen, Germany; catalog number:1124MG100; lot number: 86081) and subjected to DNA purification, and the crosslinking was reversed by heating at 55°C for 30 min and boiling for 10 min. DNA was then purified and analyzed with q-PCR. The primer sequences for human *CRP* used were: genomic binding (Forward: 5’-CTCTTCCCGAAGCTCTGACACCT-3’; Reverse: 5’-AACAGCTTCTCCATGGTCACGTC-3’); vector binding (Forward: 5’-CTCTTCCCGAAGCTCTGACACCT-3’; Reverse: 5’-TGGCTTTACCAACAGTACCGGAT-3’).

In some experiments, vectors were either entirely methylated with CpG methyltransferase (NEB, Ipswich, MA; catalog number: M0226L; lot number: 0311608) or site-specifically methylated at −53 or −108 CpG sites of *CRP* promoter through vector PCR using appropriately methylated primers before transfection.

### Statistical analysis

Data were presented as mean ± SEM. Statistical analysis was performed by the two-tailed Student’s t-test, one-way ANOVA with Tukey post hoc or K-S tests as appropriate. Values of p<0.05 were considered significant.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE146797. The following dataset was generated: ZhangS-CWangM-YFengJ-RChangYJiS-RWuY2020WGBS and RNA-seq of mouse livers and human Hep3B cellsNCBI Gene Expression OmnibusGSE146797 The following previously published datasets were used: Broad Institute2012Bisulfite-Seq analysis of WGBS_Lib 11 derived from human liver cellsNCBI Gene Expression OmnibusGSM916049 XinLi2016liver_N3_BSNCBI Gene Expression OmnibusGSM1716965 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Fat Cells from Human STL003NCBI Gene Expression OmnibusGSM1120331 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Adrenal Cells from Human STL003NCBI Gene Expression OmnibusGSM1120325 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Aorta Cells from Human STL003NCBI Gene Expression OmnibusGSM1120329 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Esophagus Cells from Human STL003NCBI Gene Expression OmnibusGSM983649 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Gastric Cells from Human STL003NCBI Gene Expression OmnibusGSM1120333 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Lung Cells from Human STL002NCBI Gene Expression OmnibusGSM983647 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Ovary Cells from Human STL002NCBI Gene Expression OmnibusGSM1120323 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Psoas Cells from Human STL003NCBI Gene Expression OmnibusGSM1010986 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Right Atrium Cells from Human STL003NCBI Gene Expression OmnibusGSM1120335 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Sigmoid Colon Cells from Human STL001NCBI Gene Expression OmnibusGSM983645 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Spleen Cells from Human STL003NCBI Gene Expression OmnibusGSM983652 UCSD AND SALK2013Whole Genome Shotgun Bisulfite Sequencing of Thymus Cells from Human STL001NCBI Gene Expression OmnibusGSM1120322

How the deposited data were processed for this re-analysis (not part of the article)

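The deposited data cover RNA-seq of Hep3B cells, 2 libraries labelled resting and 2 labelled as treated with 10 ng/ml IL-6 and 1 ng/ml IL-1β for 24 h, and RNA-seq and whole genome bisulfite sequencing of the livers of 2 mice, each at rest and 2 days after turpentine. Samples were grouped by their deposited labels. The labels and the paper differ on the Hep3B culture, with DMEM and one cell bank in the labels and MEM and another in the paper. The RT-qPCR, protein and chromatin measurements of the paper have no deposited data and were not analysed here.

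For the RNA-seq files the authors deposited raw read counts per gene, made with HISAT2 2.1.0 and HTSeq 0.9.1 according to the submitters' notes, on GRCh38.p13 for Hep3B and GRCm38.p6 for mouse. For the bisulfite files the authors deposited counts of methylated and unmethylated reads per cytosine and strand, in the layout of a Bismark report. The notes name Bismark 0.19.0, Bowtie2 2.3.5.1, SAMtools 1.7 and Picard 2.9.2, and give 1 set of tools for all samples. The annotation release, the strand setting of the counting, read filters and deduplication are not given in the sources used here. With the strand setting unknown, reads of overlapping and antisense genes cannot be told apart, and reads of near-identical genes such as ORM1 and ORM2 or Saa1 and Saa2 can be mixed.

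Of 60564 human gene identifiers 58554 matched a symbol, and of 55421 mouse identifiers 54587. Summary lines that name no gene held 41.0 to 45.4% of the records of a library and were left out of the library sizes. Genes were filtered with edgeR's filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3, each experiment fitted alone. Alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts and a filter of at least 10 counts in every library. The replicate number as a block, and each library left out in turn, were others. DESeq2 covered the same genes as the run without a filter on low counts. Fold categories were taken from the fitted fold change of protein-coding genes, with limits of 2, 5 and 15, or alternatively from the ratio of mean CPM plus 1. Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one. With 4 libraries, not passing with the estimated one does not show that a list did not change. The lists were fixed from textbook knowledge before the data were examined, as were the main tests and the rule for named genes. The text names every gene the paper names, the 8 largest rises and 8 largest falls among called genes with a mean log2 CPM of at least 5 and 1 direction in both pairs, and the 3 called members of lowest p in a list, and says where a gene was chosen otherwise. A few genes that this rule takes are not reported here. A few further members of these lists were named as examples after their values were seen. In Hep3B the lists comprised acute phase reactants, complement, STAT3, NF-kB and interferon targets, cytokines, drug metabolism, lipid, sugar and amino acid metabolism, the unfolded protein response, the cell cycle, the DNA methylation machinery, the clock, metal handling, mitochondrial transcripts, hepatocyte factors, glucocorticoid targets, macrophage markers, housekeeping genes and genes the paper names. In mouse the lists also held markers of 9 other cell types and sex-biased genes.

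The livers carry the same mouse number before and after turpentine, and libraries of 1 mouse deviated together from the group means (correlation 0.640), so values with the mouse as a block are given beside the others where they differ. With 2 libraries per group, the 4 libraries can be parted in 3 ways, by state, by mouse and crossed. Each side of the split by mouse is 1 animal, so its p-values do not measure variation between mice.

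Human promoters ran from −550 to +1 bp of the annotated start, the window the paper gives for CRP, on GRCh37 with GENCODE. The CpG ratio is the observed number over that expected from the C and G content. Alternatives were −1000 to +1, −500 to +500 and the median transcript start. No mouse genome was at hand. Mouse promoters were placed on GRCm38 by gene coordinates, and the strand was taken from the order of neighbouring genes shared with human, which gave 14894 of 21887 protein-coding genes a start. Of 5582 genes with a CpG-rich window at 1 end, 96.9% had it at the assigned start. Mouse CpG sites were those listed in the bisulfite tables, and the CpG number replaced the ratio that had been planned.

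CpGs needed at least 10 reads in each library, or alternatively 5 or 15. Promoters and windows of 1000 bp with at least 3 such CpGs were tested in edgeR with library terms and a term for methylation by state. The form of this model was changed on simulated data after 2 earlier forms had been run on the deposited promoters. The first had a common negative binomial dispersion and the second used adjusted deviances. The final form uses dispersion 0, and all 3 forms called 0 promoters without the block. With the block they called 9, 0 and 9. The earlier forms are kept as alternatives added after the data were seen. Altered CpGs were those with state means at least 0.2 apart and 1 direction in both mice. Distributions were compared with two-sided K-S tests, replaced by permutation tests with 100000 resamples where values are tied. For the methylation of called genes and for the alternatives on altered CpGs this replacement was made after the K-S values had been seen. With a difference of 0.3 in place of 0.2, the K-S tests between quartiles of altered share had not passed (n = 3337 to 4014 promoters, p = 0.978, 0.73 and 0.997). Permutation tests of the mean altered share were added after seeing the data, because the K-S distance can differ in direction from the mean. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

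On simulated counts with the depth and spread of Hep3B, edgeR found 74, 82, 98 and 98% of genes changed by 1.5, 2, 4 and 8-fold, with 38 false calls among 13387 genes tested. With those of mouse liver it found 14% of genes changed by 8-fold and none of those changed by 4-fold or less. With the mouse as a block it found 8% at 2-fold, 80% at 4-fold and 96% at 8-fold, with 6 false calls among 13256 genes. For simulated promoters without the block it found 2, 56, 100 and 100% of changes of 0.1, 0.2, 0.3 and 0.4 in methylation, with 11 false calls among 11677. With the block it found 2, 54, 100 and 100%, with 10 false calls among 11677. The block thus made little difference in the simulation. In the deposited promoters it took the calls from 0 to 9, and the split by mouse called 289. The simulated shares may therefore not hold for these libraries. Bisulfite depth is a median of 36 and 37 reads per autosomal CpG in mouse 1 and 40 and 35 in mouse 2. Floors for genes at 0 reads use 3 reads over the group. Floors cover counting error only.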

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

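All tests of explanations here were chosen after the result was seen. Going by the Hep3B labels, which may be exchanged, the directions of acute phase genes are opposite in the 2 experiments. Of 17 positive acute phase reactants measured in both, 16 (all but ITIH3) were lower in both Hep3B pairs by label and higher in both mice after turpentine, a difference that was not tested. In RNA, 637 genes differed between mouse 1 and mouse 2 in edgeR, a comparison the paper does not report. Methylation differed between the mice in 16628 windows of 1000 bp. Each side of these 2 comparisons is 1 animal in both states, so the tests do not measure variation between mice. The mice also differ in sex by their reads and in how their methylation tables were made. After turpentine, 10 Kupffer cell and macrophage markers were higher when adjusted over the list alone, with the macrophage receptor Adgre1 at a blocked log2 fold change of 1.68. The scavenger receptor Marco (1.93) passed only with the mouse as a block.

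Acute phase genes were higher in the Hep3B libraries labelled resting, with CRP and SAA1 at 0 reads in both libraries labelled induced. An exchange of 1 library of each group was excluded, since the squared correlation between the libraries under 1 label was at least 0.986, above the highest between labels, 0.938. A candidate explanation is that the labels of the 2 groups were exchanged, and 20 of 22 NF-kB targets, a separate list, were also lower in the libraries labelled induced. That value cannot be told apart from lower expression of these 20 genes under the cytokines, since no other sample fixes the state. The short codes the submitters gave the Hep3B libraries run opposite to the labels, by the coding of the mouse libraries, which goes with exchanged labels without settling it. The RT-qPCR of the paper shows CRP and SAA rising with the cytokines, which does not settle the labels of these libraries.

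Altered promoter CpGs were more frequent in promoters with few CpGs. Read sampling alone gave 0.818% in the lowest quartile, below the observed share by far more than the spread of 0.0595 over redrawings. A response to turpentine shared by both mice would raise the split by state above the crossed split, but these gave 2.53% and 2.56%. Variation between libraries that the 2 mice do not share may therefore account for the share, as the crossed value of 2.56% would need. More CpGs at intermediate methylation may be part of the higher share in CpG-poor promoters. Among CpGs at 20 to 80% in mouse 1, 7.91% were altered in mouse 2 in the lowest quartile and 7.79% in the highest, and with the mice exchanged 21.8% and 28.4%, while among the other CpGs the share fell from 1.47% to 0.139% and from 7.87% to 1.12%.

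Genes with few promoter CpGs differed more in expression between the states of mouse liver. Noise of low counts as the whole source was excluded, since in the highest quartile of expression the 146 genes over 2-fold had a median of 9 CpGs and the others 22 (permutation p = 1e-05, the smallest that 100000 permutations can give). Variation not shared by the 2 mice gave 6.51% of genes over 2-fold in the lowest quartile with the crossed split, against 14.4% between the states, and may be part of it, since a single crossed split has no spread. A turpentine response shared by both mice stays open as well, since it needs the split by state to exceed the crossed split, as 14.4% against 6.51% does. In the highest quartile these splits gave 4.04% and 3.74%. The order of sampling goes with the state and was not tested. With 4 libraries there are too few splits to give a share under 0.05.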

How the results depend on the processing

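Alternatives added after the data were seen are the DESeq2 folds, leaving out the lowest quartile of expression, quartiles without a filter, single directions and the negative binomial methylation models. Over 31 results on many genes or sites, 178 of 225 alternatives gave the same outcome, 32 moved the value, 13 lost and 2 gained a call. Over 99 single genes, 765 of 878 gave the same outcome, 94 gained and 19 lost a call, and none of either kind reversed. Causes were not tested unless a filter or a left-out library sets the number of genes or samples. Where 1 library is left out, the lone library of that state is assumed to vary like the others. Depth limits the methylation of single CpGs, at a median of 35 to 40 reads, and intervals cover counting error only. The observed over expected ratio and the median transcript start were not run for mouse, which has no genome here.

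Hep3B calls ranged from 3206 to 5641 with 1 library left out. The Hep3B libraries share only a number (correlation 0.0910), and the replicate number as a block gave 5334 calls against 4959. Mouse calls were 0, against 45 with DESeq2, 102 without a filter, 316 with the mouse as a block and 0 to 98 with 1 library left out. Genes over 2-fold rose to 2910 (Hep3B) and 2897 (mouse) without a filter. With DESeq2's folds, taken on the same unfiltered genes, they were 2954 and 3008, so filter and folds changed together. In mouse they were 591 with at least 10 counts and 1456 to 2353 with 1 library left out.

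For the Hep3B CpG ratio, the step from 2 to 5-fold to 5 to 15-fold was −0.117 with CPM plus 1 (n = 84, p = 0.0612) and −0.169 without the lowest quartile of expression (n = 61, p = 0.0721). The step to over 15-fold was −0.101 at the median start (n = 63, p = 0.0607), −0.101 with at least 10 counts (n = 13, p = 0.615), −0.129 with CPM plus 1 (n = 17, p = 0.262) and −0.136 without the lowest quartile (n = 22, p = 0.344). The mouse CpG number over 15-fold against under 2-fold was −9.5 with −1000 to +1 (permutation p = 0.269), −26.5 with −500 to +500 (permutation p = 0.0528) and −9 for genes higher at rest only (permutation p = 0.185). The mouse expression step from the second to the third quartile ran from −0.0405 to −0.00859 with 1 library left out. The step in mean altered share between the first 2 quartiles was −0.00293 with a difference of 0.3 (permutation p = 0.951), −0.318 with 15 reads (permutation p = 0.074) and −0.172 with −1000 to +1 (permutation p = 0.151).

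With the mouse as a block 9 promoters and 302 windows were called, 9 promoters with the negative binomial model and the block, and 0 with adjusted deviances and the block. The rule with no test took 4 promoters and 112 windows, and leaving out 1 library gave 220 to 719 windows. Beside the calls given in the text, the block changed 1 camera call, that of sex-biased liver genes, and moved the called members of several Hep3B lists by 1 to 3, as in complement and coagulation (6 higher and 15 lower). The Spearman correlation was −0.0536 with 15 reads (permutation p = 0.00857). Lists past the threshold fell from 19 and 17 to 0 and 0 with an estimated correlation, also where that correlation was below the preset one. Acute phase reactants minus cytokines was −0.0522 with −500 to +500 (n = 48, p = 0.0204). The mouse squared correlation on the log scale was 0.953 and 0.935, and that of the methylomes was 0.835 and 0.829 with 5 reads and 0.806 and 0.799 with 15.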

Differences from the paper's values

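The paper states no test or filter for its fold categories. In Hep3B it gives 2130 genes from 2 to 5-fold, where 797 were found here, and the value without a filter on low counts, 1889, comes within 1.5 times of it. From 5 to 15-fold it gives 454 and 165 were found, and no alternative set in advance comes within 1.5 times. Over 15-fold it gives 121 and 63 were found, against 85 without induced replicate 1 and 108 without induced replicate 2. Over 2-fold it gives 2705 and 1025 were found, against 2910 without a filter. The folds of DESeq2 gave 2330, 497, 127 and 2954, an alternative chosen after seeing the values. They cover the 14688 genes without a filter on low counts, against 11419 with it, so filter and folds changed together. Closeness to the paper's counts cannot be put down to the folds alone. Each value is a count of genes, and which of the paper's genes are among them is not known.

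In mouse liver the paper gives 2876 genes from 2 to 5-fold, where 835 were found here, against 1951 without a filter and 1982 without induced replicate 2. From 5 to 15-fold it gives 444 and 81 were found, against 349 without resting replicate 1 and 307 without induced replicate 1. Over 15-fold it gives 51 and 16 were found, against 54 without resting replicate 2 and 57 without induced replicate 2. Over 2-fold it gives 3371 and 932 were found, against 2897 without a filter and 2353 without induced replicate 1. The folds of DESeq2 gave 2473, 466, 69 and 3008, again chosen after seeing the values. These too cover the genes without a filter on low counts (15064, against 11536 with it), so filter and folds changed together. Other alternatives differ from the paper by more than 1.5 times in each of these rows.

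The expression quartiles hold 3903, 3903 and 3907 genes in Q2 to Q4 in the paper and 2487, 2351 and 2378 here, where genes needed a placed promoter. Without a filter on low counts, an alternative added after seeing the data, they hold 2664, 3219 and 2954, within 1.5 times of each. For Q3, leaving out resting replicate 2 (2637) or induced replicate 2 (2645) also does. The paper counts 1262 differentially methylated regions of 1 kb, with no test named, and 0 were called here. The replicate block gave 302, the rule with no test 112 and leaving out 1 library 220 to 719, none within 1.5 times.

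For cytokines, Fig. 7A shows a median ratio of about 0.4, read by eye, and 0.228 was found on a list of other members, with no window set in advance within 1.5 times. The median CpG number there is about 15, and 7 was found, with 10.5 from −1000 to +1 and 14 from −500 to +500. In Fig. 7D the first quartile has a median change of about 0.7 and 0.335 was found, against 0.486 without a filter on low counts, 0.510 without resting replicate 1, 0.570 without induced replicate 1 and 0.557 without induced replicate 2. In Fig. 7E the mean altered share is about 0.13, about 0.09, about 0.05 and about 0.03 from Q1 to Q4, and 0.0253, 0.0216, 0.00878 and 0.00353 were found. A difference of 0.1 in place of 0.2 gave 0.175, 0.13, 0.0555 and 0.0214, mouse 1 alone 0.140, 0.116, 0.0538 and 0.0256, and a Fisher test per CpG 0.0957 and 0.0647 in Q1 and Q2. These come within 1.5 times of the paper's values, or differ by less than the spread between mice.

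In its figure legend the paper states that CpG-poor genes are preferentially demethylated and induced in acute inflammation. Of the altered CpGs in the lowest quartile, 248 gained and 261 lost methylation. The paper reports CRP and SAA rising in Hep3B under IL-6 and IL-1β by RT-qPCR, and in the libraries as labelled both are at 0 reads in the induced state. The paper states that acute phase promoters have fewer CpGs and a lower ratio than cytokines, where p was 0.379 and 0.0966 here. Of the positive acute phase reactants measured in both experiments, 17 of 17 were higher in both mice, in the direction the paper states, and of all 32 measured in mouse liver 11 were called higher with the mouse as a block.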

Other observations

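All tests here of mouse against mouse, and the comparison of the resting mice, were chosen after the result was seen. In mouse liver, single members of further gene lists were called in edgeR with the mouse as a block, while none of these lists passed with an estimated correlation. Of 16 circadian clock genes, the repressor Nr1d1 rose (blocked log2 fold change 1.96) and Cry1 and Bhlhe40 fell (−1.56 and −1.55). Of 20 genes of gluconeogenesis, the urea cycle and amino acid catabolism, G6pc, which releases glucose, and its coactivator Ppargc1a fell (−2.10 and −1.64). Of 12 glucocorticoid and fasting genes, the fasting hormone Fgf21 fell (−3.46), as did Cyp4a14. Of 8 metal handling genes, Mt1 and the heme oxygenase Hmox1 (1.25) rose and the transferrin receptor Tfrc (−1.35) fell. The adjusted p of these 4 lists was 0.471, 0.787, 0.245 and 0.440 with an estimated correlation.

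Cell type markers also moved in mouse liver. Cd5l, made by Kupffer cells, averaged 67.8 ± 5.78 normalized CPM at rest and 369 ± 132 after turpentine (SD, n = 2 mice), and the complement subunits C1qa, C1qb and C1qc rose with it. Among neutrophil markers the calprotectin genes S100a8 (2.88) and S100a9 (2.50) rose, together with Lcn2, which hepatocytes also express. Of 6 monocyte markers Plac8 (1.57) rose, of 8 B cell markers Ighm (−1.37) fell, and of 13 stellate cell and fibroblast markers the collagens Col1a2 (−1.53) and Col3a1 (−1.43) fell. None of 9 T and NK cell, 12 sinusoidal endothelial, 9 cholangiocyte and 5 erythroid markers was called. The erythroid markers had a median log2 fold change of −1.11 and a mean of −0.76, while camera gave the direction up (adjusted p = 0.666). The adjusted p with an estimated correlation was 0.471 for monocyte and cholangiocyte, 0.245 for stellate cell, 0.844 for endothelial and 0.852 for T and NK, B and erythroid markers.

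No member was called among 20 interferon-induced genes, 19 of the unfolded protein response, 17 of the DNA methylation machinery, 13 mitochondrial transcripts and 12 hepatocyte factors in mouse liver. The unfolded protein list had a median of 0.01 and a mean of −0.05. Of 23 cell cycle genes Rrm2 fell (−2.42). Of 15 genes the paper names, Saa1, Saa2 and Apcs rose. Of 17 sex-biased liver genes, 3 fell, Cyp2a4 (−4.45), Cyp2b13 (−3.06, with counts of 3096 and 316 in mouse 1 and 0 and 0 in mouse 2) and Slco1a1 (−1.80), and camera passed with the block only (adjusted p = 0.00185, and 0.22 without it), and not with an estimated correlation (adjusted p = 0.472).

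The 2 resting mice differed in acute phase genes. Of 32 positive acute phase reactants, 21 were higher in resting mouse 1, 9 of them by more than 2-fold, while 1, C9 at 0.227-fold, was lower by more than 2-fold. Lcn2 was 30.9-fold, Orm2 10.5-fold, Saa1 4.17-fold and Crp 1.88-fold higher in resting mouse 1 than in resting mouse 2. With 1 library per resting mouse there is no test, and the mice also differ in sex.

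In Hep3B, in edgeR's test, mitochondrial transcripts (11 of 13), fatty acid genes (12 of 19, with SCD and FASN at 0.87 and 0.92), cholesterol genes (7 of 21, with HMGCS1 at 0.68), hepatocyte factors (6 of 11, with HNF4A at 0.37) and P450 genes (5 of 10, with CYP1A2 at 2.14) were higher in the libraries labelled induced. The opposite held for 2, 1 and 2 members of the fatty acid, cholesterol and P450 lists. Cytokines (19 of 32, with TNFSF14 at −6.29 and 1 higher), interferon-induced genes (5 of 8, with GBP2 at −3.96 and 1 higher), metal handling genes (4 of 8, with HMOX1 at −1.73), clock genes (5 of 17, with NFIL3 at −1.0 and 1 higher) and 3 of 3 macrophage markers (LYZ at −3.46) were lower. Of 19 genes of the DNA methylation machinery 9 were higher, with UHRF1 at 1.14, and 2 lower, with GADD45G at −3.22. Of 10 glucocorticoid genes 2 were higher and 4 lower, with SGK1 at −2.43, of 13 genes of gluconeogenesis and amino acid catabolism 4 higher and 3 lower, with CPS1 at 4.04, and of 71 housekeeping genes 24 higher and 8 lower. Of 15 genes the paper names, 7 were higher and 6 lower in the libraries labelled induced. The adjusted p with an estimated correlation lay between 0.103 and 0.425 for these lists.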
